# Selective de-repression of germ cell-specific genes in mouse embryonic fibroblasts in a permissive epigenetic environment

**DOI:** 10.1038/srep32932

**Published:** 2016-09-09

**Authors:** Tamotsu Sekinaka, Yohei Hayashi, Toshiaki Noce, Hitoshi Niwa, Yasuhisa Matsui

## Abstract

Epigenetic modifications play crucial roles on establishment of tissue-specific transcription profiles and cellular characteristics. Direct conversions of fibroblasts into differentiated tissue cells by over-expression of critical transcription factors have been reported, but the epigenetic mechanisms underlying these conversions are still not fully understood. In addition, conversion of somatic cells into germ cells has not yet been achieved. To understand epigenetic mechanisms that underlie germ cell characteristics, we attempted to use defined epigenetic factors to directly convert mouse embryonic fibroblasts (MEFs) into germ cells. Here, we successfully induced germ cell-specific genes by inhibiting repressive epigenetic modifications via RNAi or small-molecule compounds. Under these conditions, some tissue-specific genes and stimulus-inducible genes were also induced. Meanwhile, the treatments did not result in genome-wide transcriptional activation. These results suggested that a permissive epigenetic environment resulted in selective de-repression of stimulus- and differentiation-inducible genes including germ cell-specific genes in MEFs.

The early precursors of germ cells, designated primordial germ cells (PGCs), become established at around embryonic day (E)7.25 in the extraembryonic mesoderm^1^. PGCs then migrate into the indifferent embryonic gonads (genital ridges), and subsequently start to differentiate into sperms or eggs. Developing PGCs express several germ cell-specific genes at specific embryonic developmental stages. For example, nascent PGCs express *Blimp1* (also known as *Prdm1*: PR domain containing 1, with ZNF domain), which is necessary for induction of PGCs^2^; *Stella* (also known as *Dppa3*: developmental pluripotency-associated 3), which is important to embryonic development after fertilization^3^,^4^,^5^ and *Nanos3* (nanos homolog 3), which is necessary for survival of PGCs^6^,^7^. Then, during migration into the genital ridges (E10.5-E13.5), PGCs express *Vasa* (also known as *Ddx4*: DEAD box polypeptide 4), which is important for development of male germ cells^8^,^9^; and PGCs also begin to express meiosis related-genes such as *Dazl* (deleted in azoospermia-like)^10^,^11^ and *Stra8* (stimulated by retinoic acid gene 8) during migration^12^,^13^. Along with those PGC-specific genes, PGC also express pluripotency-associated gene including *Oct4* (also known as *Pou5f1*: POU domain, class5, transcription factor 1), *Sox2* (SRY-box 2), and *Nanog* (Nanog homeobox); these gene products contribute to survival and/or differentiation of PGCs^14^,^15^,^16^,^17^.

During their development, PGC undergo characteristic epigenetic reprogramming. During migration, repressive epigenetic modifications, such as histone H3 Lysine 9 di-methylation (H3K9me2) and DNA methylation, are globally reduced^18^,^19^; simultaneously, histone H3 Lysine 27 tri-methylation (H3K27me3), another repressive histone modification, is elevated^20^. Meanwhile, H3K27 becomes locally hypo-methylated in regulatory regions of germ cell-specific genes prior to their PGC-specific upregulation^21^; these coordinated changes suggest that these epigenetic modifications play important roles in the temporal regulation of germ cell-specific gene expression in PGCs^22^. In addition to those repressive histone modifications, permissive histone modifications also show unique changes in PGCs. For example, H3K4me3 and histone H3 Lysine 9 acethylation (H3K9Ac) are transiently elevated in differentiating PGCs^18^. The importance of some of these epigenetic modifications in embryonic germ cells has been clearly demonstrated. For instance, deficiency of *Meisetz* (also known as *Prdm9*: PR domain containing 9, H3K4 tri-methyltransferase) or of *G9a* (also known as Ehmt2: euchromatic histone lysine N-methyltransferase 2, H3K9 di-methyltransferase) causes abnormal meiosis and infertility^23^,^24^. Although overall physiological meaning of the global epigenetic reprogramming in PGCs is not yet fully understood, this reprogramming might have a role in future establishment of a precise and intricate epigenetic status required for coordinated gene expression after fertilization, and it might be important for PGCs to acquire totipotency^25^.

After undergoing complex differentiation processes that include the above-mentioned epigenetic reprogramming, germ cells acquire totipotency through fertilization and can go on to generate an entire organism, but somatic cells derived from the zygote do not normally have this potential. We reasoned that using defined factors to reconstitute an epigenetic status similar that of germ cells in somatic cells might help us to further understand the cellular characteristics of germ cells at the molecular level.

Reconstitution of pluripotency in somatic cells has been successively achieved with induced pluripotent stem cell (iPSC) by expressing the Yamanaka factors (*Oct4, Sox2, Klf4, c-Myc*) or the Jaenisch factors (*Sall4, Nanog, Esrrb, Lin28*) or via small-molecule compounds (VPA, CHIR99021, ALK5i, Tranylcypromine, Forskolin, DZNep)^26^,^27^,^28^. Studies suggest that the process of the reprogramming is divided into two steps^29^. In the first step, MEFs become dedifferentiated via ectopic expression of Yamanaka factors; consequently, metabolic-associated genes and endogenous Yamanaka factors are upregulated, and somatic genes are downregulated^29^,^30^,^31^. In the second step, the pluripotency-associated gene network is established, and the reprogrammed cells acquire pluripotency^29^,^32^,^33^,^34^.

Direct reprogramming of MEFs into cells of particular somatic tissues has also been reported^35^,^36^,^37^,^38^,^39^. One such reprogramming strategy involves the overexpression of transcription factors that regulate differentiation into particular cell lineages including hepatocytes, neurons, or Sertoli cells. Alternatively, MEFs have been partially reprogrammed by briefly expressing Yanamaka factors (*Oct4, Sox2, Klf4, c-Myc*) or via small-molecule compounds; those partially reprogrammed cells were subsequently induced to become cardiomyocytes or pancreatic cells under the respective culture conditions. Tissue-specific activities of the reprogrammed cells, which were directly converted from MEFs, have been confirmed via *in vitro* functional assays or via *in vivo* transplantation. However, direct reprogramming of MEFs into germ-cell lineages, including PGCs, has not yet been reported.

To recapitulate germ cell characteristics in somatic cells, it is at least necessary to induce pluripotency-associated genes and germ cell-specific genes. To induce pluripotency-associated genes, we simply transfected an expression vector encoding Yamanaka factors (*Oct4, Sox2, Klf4, c-Myc*). To upregulate germ cell-specific genes, we initially examined the effect of *Max* knocked-down (KD) in MEFs, because we previously found that *Max*-KD globally induced germ cell-specific genes in embryonic stem cells (ESCs)^40^. ESCs and PGCs both express pluripotency-associated genes, but germ cell-specific genes are repressed in ESCs, and we suggested that H3K9me2, which can be generated via Max-associating G9a and GLP, is involved in their repression. However, *Max*-KD in MEFs did not show global induction of germ cell-specific genes. Accordingly, we then tested several conditions to alter the epigenetic state of MEFs into that of PGCs.

Here, we describe the preferential induction of stimulus-inducible genes, including germ cell-specific genes; to induce these genes, we used RNAi or small-molecule compounds to inhibit repressive epigenetic modifications such as DNA methylation and H3K27me3. We discuss the hypothesis that this treatment may establish a fundamental cellular status that allows for direct reprogramming of MEFs into multiple cell lineages, including germ cells.

## Results

### Together the Yamanaka factors and *Max*-KD in MEFs resulted in induction of *Vasa* and *Stra8* expression

We attempted to express pluripotency-associated genes and to induce germ cell-specific genes in MEFs to convert MEFs into germ cells. To express pluripotency-associated genes, we transfected an expression vector encoding a tandem set of the Yamanaka factors (*Oct4, c-Myc, Klf4, Sox2*); this construct was designated OCKS^41^. Additionally, we simultaneously used RNAi to knockdown *Max* and thereby induce germ cell-specific genes (Supplementary Fig. S1); again, our previous findings indicate that the *Max* transcription factor globally represses germ-cell specific genes in mouse embryonic stem cells (mESCs), and that *Max* knockdown (*Max*-KD) in mESCs results in upregulation of those genes^40^. Firstly, we confirmed transfection efficiency in MEFs using EGFP expressing plasmids, and found that approximately 20% of the transfected MEFs showed EGFP expression (data not shown). We also examined KD efficiency of *Max* by RNAi, and the expression of *Max* was decreased to 30% of that in control MEFs (Supplementary Fig. S2). After 2 days in culture with the OCKS + *Max*-KD condition, MEFs expressed two typical germ cell-specific genes, *Vasa* and *Stra8* (Supplementary Fig. S3). However, under the condition, expression of the Vasa::RFP reporter was not detected (data not shown), and expression of three other germ cell-specific genes, *Dazl*, *Blimp1*, and *Nanos3*, was not induced (Supplementary Fig. S3). Therefore, we explored additional conditions that might elevate expression of these other germ cell markers.

### Together VPA and ALK5i enhanced Vasa expression

During development of PGCs, histone H3 lysine 9 acethylation (H3K9Ac) is transiently increased^18^, and we reasoned that H3K9Ac elevation might be important to induction of germ cell-specific gene expression. Moreover, transforming growth factor β (TGF-β) represses differentiation of MEF into specific somatic cell lineage^42^. Therefore, we tested the combined effects of a histone deacetylase (HDAC) inhibitor, valproic acid (VPA) and a TGF-β inhibitor (ALK5i) on induction of germ cell-specific genes (Supplementary Fig. S1). We found that VPA and ALK5i together enhanced *Vasa* expression with or without *Max*-KD (Supplementary Fig. S3). However, the VPA-ALK5i treatment (hereafter designated VA5), even with *Max*-KD, could not induce the other germ cell-specific genes (Supplementary Fig. S3) or the Vasa::RFP reporter (data not shown). Thus, we concluded that it was necessary to further explore additional conditions for significant induction of germ cell-specific genes.

### Experimental conditions for induction of germ cell-specific genes

Reportedly, histone H3 lysine 27 tri-methylation (H3K27me3), which is among the repressive histone modifications, is involved in repression of germ-cell specific genes in male germ cells^22^. Additionally, we previously reported that combined knockdown of *Max* and *Atf7ip* (activating transcription factor 7 interacting protein) enhanced Vasa:RFP reporter expression in mESCs^40^. Therefore, we simultaneously knocked down *Max* and *Atf7ip* and separately knocked down *Ezh1* (also known as enhancer of zeste 1 polycomb repressive complex 2 subunit, H3K27 tri-methyltransferase) and *Ezh2* (also known as enhancer of zeste 2 polycomb repressive complex 2 subunit, H3K27 tri-methyltransferase) with or without *Max*-KD (Supplementary Fig. S1, S4a). The simultaneous knockdown of *Max* and *Atf7ip* resulted in higher *Vasa* expression than did the tripled knockdown of *Max*, *Ezh1*, and *Ezh2*. Next, we combined simultaneous knockdown of *Max* and *Atf7ip* with VA5 treatment that showed enhancement of *Vasa* (Supplementary Fig. S3). Consequently, this condition resulted in highest level of *Vasa* induction that we observed (Supplementary Fig. S4b), although the expression levels of *Vasa* in this condition was low compared to that in E13.5 ♂ PGCs (Supplementary Fig. S10a).

We also tested molecules that inhibit the repressive histone modifications (Supplementary Fig. S1). Notably, a combination of three inhibitors—tranylcypromine, which inhibits H3K4 demethylation; BIX-01294, which inhibits H3K9 methylation; and 3′-deazaneplanocin A (DZNep), which inhibits H3K27 methylation (hereafter designated chem)—together with VPA, ALK5i, and the OCKS construct, also induced *Vasa* expression (Supplementary Fig. S4c), although the expression levels of *Vasa* in this condition was low compared to that in E13.5 ♂ PGCs (Supplementary Fig. S10a).

Reportedly, inhibition of DNA methylation in mESCs results in induction of germ-cell-specific genes including *Dazl* and *Stella*^21^. Therefore, we tested the OCKS + *Max*-KD + *Atf7ip*-KD + VA5 combination or the OCKS + chem + VA5 combination with either of two inhibitors of DNA methylation, *Dnmt1*-KD or 5-Aza-cytidine (Aza) (Supplementary Fig. S1); the OCKS + chem + VA5 + *Dnmt1*-KD combination significantly induced *Dazl*, *Stra8*, *Blimp1*, and *Stella* in addition to *Vasa* after 2 days in culture (Supplementary Fig. S5a). Moreover, *Vasa* and *Dazl* expression was further elevated in a culture period-dependent manner until 4 days (Fig. 1). However, the expression of Vasa tended to decrease after 6 in culture (Supplementary Fig. S6), and the expression from the Vasa::RFP reporter was not detectable after 2 weeks in culture (data not shown). Meanwhile, the OCKS + chem + VA5 + *Dnmt1*-KD combination did not induce somatic genes such as *Hoxa1* and *Hoxb1* (Supplementary Fig. 5b); this finding suggested that induction of germ cell-specific genes by OCKS + chem + VA5 + *Dnmt1*-KD was not due to non-specific transcription activation.

### The Yamanaka factors were not necessary for induction of *Vasa* and *Dazl* expression

Because *Klf4* and *c-Myc* expression were not detectable in PGCs as reported previously^43^, they may not be necessary for germ cell-specific genes induction. Accordingly, we compared germ cell-specific gene expression with or without *Klf4* and *c-Myc* in the presence of chem + VA5 + *Dnmt1*-KD. *Vasa* and *Dazl* expression did not differ significantly between treatment groups (Fig. 2a). Additionally, induction of *Vasa*, *Dazl*, and other germ cell-specific genes was not significantly changed even in the absence of all Yamanaka factors (Fig. 2b). These data suggested that germ-cell specific gene expression in MEFs was regulated by epigenetic modifications, but was independent of the reprogramming factors.

### Dazl protein was significantly induced in the treated MEFs

To estimate the proportion of MEFs that expressed germ-cell specific genes following induction via OCKS or OS  + chem + VA5 + *Dnmt1*-KD treatments, we used anti-Dazl antibody to immunostain cultured cells. Notably, Dazl protein was detected in about 50% of of the treated MEFs (Fig. 3; Supplementary Fig. S7). Meanwhile only about 4–7% of the intact MEFs as well as of OCKS + Ctrl siRNA treated MEFs showed the expression of Dazl protein (Fig. 3; Supplementary Fig. S7, data not shown). These findings suggested that upregulation of germ cell-specific genes may generally occur in MEFs after OCKS or OS  + chem + VA5 + *Dnmt1*-KD treatments.

### Genome-wide analysis of gene expression in treated MEFs

To understand genome-wide changes in gene expression following OCKS or OS  + chem + VA5 + *Dnmt1*-KD treatments, we compared the transcriptome of treated MEFs with that of control MEFs. 

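The cells compared were control MEFs, MEFs on day 4 of the OS + chem + VA5 + Dnmt1-KD treatment (OS-treated MEFs), MEFs on day 4 of the same treatment with the OCKS construct (OCKS-treated MEFs) and female PGCs from E15.5 embryos. RNA of 3 biological replicates per group was hybridized to 12 single-colour Agilent mouse arrays. E13.5 male PGCs and ESCs were not analysed here. The authors deposited the scanner's spot intensities, from which its software had subtracted the background, without normalization between arrays. Here the log2 signal of each probe was taken relative to the 75th percentile of its array, and the brightest probe stood for each of 19718 genes. A gene was tested in a comparison if it was well above background on all 3 arrays of at least 1 of the 2 groups. Genes were said to rise or fall at an adjusted p under 0.001 (limma, Benjamini-Hochberg) with at least a 2-fold change, the thresholds of Fig. 4. For a gene not above background on any array of one group, the fold is given as a lower bound. It sets the mean of the brighter group against the mean, over the 3 arrays of the dimmer group, of the higher of the gene's own signal and the lowest signal well above background. Germ cell genes and other groups were followed through 31 gene lists. The lists, the test, the thresholds and the alternatives to them were set before the data were examined. Between 71.9% and 85.6% of the 43020 spots of an array were well above background, and 0 were saturated. The number of arrays and the 2-fold minimum limit what is called. In simulated arrays with changes added, 24% of genes changed by 1 on the log2 scale were called between OS-treated and control MEFs. A change of 1 lies at the 2-fold minimum, so some such genes miss it whatever the number of arrays. Of genes changed by 1.5, 72% were called, of those changed by 2, 76%, and of those changed by 3, 96%. Of the unchanged genes 0 were called.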

The results indicated that 13% and 16% of genes were upregulated or downregulated, respectively, following OS  + chem + VA5 + *Dnmt1*-KD treatments (Fig. 4a). 

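In OS-treated MEFs the acute-phase gene Saa3 rose by 12.57 on the log2 scale (standard error 0.364, n = 3 arrays per group, adjusted p = 4.7e-09, limma). The cytochrome P450 gene Cyp2f2 rose by 11.91 and Lcn2, which encodes an iron-binding lipocalin, by 10.04. These were the largest rises among genes well above background on every array of both groups. The largest falls were those of the contractile genes Cnn1 (-8.61), Actg2 (-7.25) and Acta2 (-7.24) and of C1qtnf3 (-8.25), which encodes a secreted protein. Of 16264 genes tested, 1746 rose (10.74%), 2055 fell (12.6%) and 12463 (76.6%) did not pass both thresholds. Of the genes that rose, 136 were not above background on any control array, such as the metalloreductase gene Steap4 (at least 798-fold, adjusted p = 4.89e-08, limma) and the ribonuclease gene Ear1 (at least 308-fold, adjusted p = 3.21e-07, limma). The balance of rises and falls rests on the scaling. The median change of all genes was -0.189 on the log2 scale, and 0.605 with the arrays scaled to 8 spike-in probes, where 4130 genes rose and 605 fell, so that 87.2% of the changed genes rose against 45.9%. The 75th percentile relative to the spike-in probes (log2) was -1.431 for OS replicate 1, which shared a slide with OCKS replicate 1 (-1.482). It was -0.935 and -0.969 for OS replicates 2 and 3, on another slide. For OCKS replicates 2 and 3, on 1 slide, it was -1.809 and -1.468, and for the control arrays -1.802, -1.813 and -2.17. An effect of the slide on the spike-in scaling thus cannot be told from the treatment. No slide held treated and control MEFs together. With the slide as a random block, 1655 genes rose and 1935 fell.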

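With the OCKS construct, too, Cyp2f2 (12.16 on the log2 scale, standard error 0.177, n = 3 arrays per group) and Saa3 (12.04, standard error 0.364) rose most among genes well above background on every array of both groups. They were followed by Lcn2 (9.91), the water channel gene Aqp8 (8.94) and Angptl7 (8.76), and the list of the 10 largest rises also held Mrap (8.72) and Plin1 (8.20), genes of fat cells. Cnn1 (-8.53), C1qtnf3 (-8.18), the surface protein gene Lrrc15 (-7.27) and the myeloid adaptor gene Tyrobp (-7.09) fell most. Against control MEFs, 1813 of 16157 genes tested rose (11.2%), 2254 fell (14.0%) and 12090 (74.8%) did not pass. Control MEFs had no signal above background for 136 of the genes that rose, among them the chemokine gene Cxcl13 (at least 358-fold, adjusted p = 5.91e-09, limma). The median change was -0.171, and 0.153 with the spike-in scaling, which gave 2272 rises and 1101 falls, or 67.4% rises against 44.6%. With the slide as a random block the counts were 1731 and 2071.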

Similar results were also obtained following treatment with the OCKS construct that encoded four reprogramming genes (Supplementary Fig. S8a). 

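Genes of interferon and antigen presentation rose most uniformly. All 30 interferon-stimulated genes tested rose with OS and with OCKS (30 and 30 adjusted over the list alone). The antiviral genes Oasl1 (7.76 on the log2 scale with OS, 7.58 with OCKS, standard error 0.172, n = 3 arrays per group) and Rsad2 (7.40 and 7.37, standard error 0.200) and the transcription factor gene Irf7 (5.70 and 5.15) were among them. All 13 genes of antigen presentation rose as well (13 and 13 adjusted over the list alone), such as the immunoproteasome gene Psmb9 (5.38 and 5.57) and the MHC class I gene H2-K1 (4.09 and 4.19). Among 23 cytokine and chemokine genes, 11 rose and 1 fell with OS and 11 rose and 2 fell with OCKS (12 and 11 rose adjusted over the list alone). The T cell chemoattractant gene Ccl5 rose by 8.76 and 8.75, whereas the cytokine gene Il11 fell by 3.58 and 3.68. Markers of leukocytes themselves went the other way, and of 22 tested 0 rose with either treatment (limma), while 15 fell with OS and 18 with OCKS, the same numbers when adjusted over the list alone. The myeloid genes Cd52 (-6.85 and -6.78) and Lyz2 (-4.93 and -6.17) and the pan-leukocyte gene Ptprc (-2.23 and -2.51) fell. On the X chromosome, 8 of 10 germline genes rose with each treatment and 0 fell (8 and 8 adjusted over the list alone), among them the homeobox gene Rhox5 (6.17 and 6.53).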

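Genes of the nervous system fell more often than they rose at the 75th percentile scaling, though most did not pass. Of 36 tested, 3 rose and 14 fell with OS, and 1 rose and 14 fell with OCKS (the same numbers adjusted over the list alone), while the spike-in scaling gave 5 rises and 4 falls with OS and 2 rises and 9 falls with OCKS. The axonal adhesion gene Cntn1 rose by 3.75 with OS and 2.94 with OCKS, and with OS Gap43, a growth cone gene, and S100b, a glial gene, each rose by 1.32. The number of rises with OS was 1 without any 1 of 7 arrays (MEF replicate 1, 2 or 3, OS replicate 1 or 2, OCKS replicate 3 or PGC replicate 3), and 5 without OCKS replicate 2. The synaptic vesicle gene Syn1 fell by 2.75 and 3.20 (standard error 0.390, n = 3). Genes induced by stress went both ways. Of 18 genes of oxidative and xenobiotic stress, 6 rose and 1 fell with each treatment (6 and 6 rose adjusted over the list alone), with the detoxifying gene Cyp1a1 up at least 10.3-fold and 17.8-fold and the metallothionein gene Mt2 by 2.33 and 2.52 on the log2 scale. Of 22 immediate-early genes 2 rose with each treatment, the phosphatase gene Dusp6 (2.03 and 1.93) and the AP-1 gene Fosl1 (1.39 and 1.12), while 2 fell with OS and 3 with OCKS (the same adjusted over the list alone). Of 19 genes of the p53 response 2 rose and 1 fell with each treatment (the same adjusted over the list alone), with Fas up by 1.99 and 1.80, while the spike-in scaling gave 6 rises and 0 falls with OS and 2 rises and 0 falls with OCKS. In the unfolded protein and amino acid stress response 2 rose and 7 fell of 22 with OS and 1 rose and 8 fell with OCKS (the same adjusted over the list alone), the stress gene Chac1 by 3.63 and 4.25, and with the spike-in scaling 5 rose and 2 fell with OS and 2 rose and 5 fell with OCKS.

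**Figure D1:**
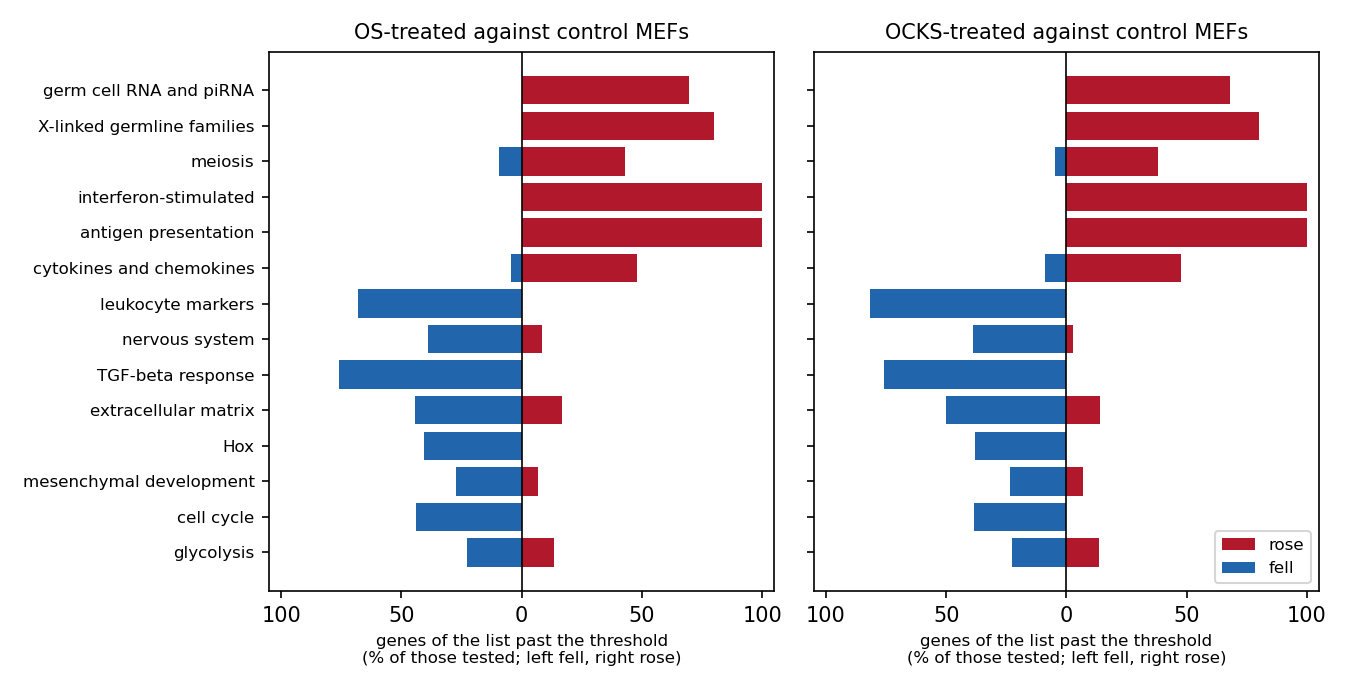
Percent of the genes tested in each gene list that rose (right) or fell (left) against control MEFs, with OS and with OCKS, at the 75th percentile scaling. All 30 interferon-stimulated genes rose with each treatment, while of 36 nervous system genes 14 fell with each. With the spike-in scaling 5 of these 36 rose and 4 fell with OS, and 2 rose and 9 fell with OCKS.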

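The lists were also set against all other genes with the camera test of limma, which compares the changes of a list with those of the rest at a preset correlation between its genes. With OS, the adjusted p was 1.15e-18 for the interferon-stimulated genes and 5.27e-09 for antigen presentation, but adjusted p = 0.247 with an estimated correlation for each. With OCKS it was 1.28e-17 and 6.39e-09, and adjusted p = 0.277 with an estimated correlation. For the cytokine and chemokine genes, upward, it was 0.000578 and 0.00552 (adjusted p = 0.426 and adjusted p = 0.496 with an estimated correlation). For the X-linked germline genes it was 1.39e-05 and 1.64e-05 (adjusted p = 0.328 and adjusted p = 0.335 with an estimated correlation), and for oxidative and xenobiotic stress 0.0241 and 0.00872 (adjusted p = 0.621 and adjusted p = 0.538 with an estimated correlation). Leukocyte markers were lower than other genes at 2.81e-05 and 4.63e-06 (adjusted p = 0.398 and adjusted p = 0.335 with an estimated correlation). Nervous system genes were lower with OCKS at 0.0135 (adjusted p = 0.335 with an estimated correlation) and not with OS at 0.0526. These were the immediate-early genes (0.525 and 0.604) and the p53 response (0.757 and 0.597).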

The upregulated genes in the treated MEFs included not only germ cell-specific genes, but also tissue-specific genes such as nervous system- and immune system-specific genes, as well as a number of stimulus-inducible genes (Fig. 4b; Supplementary Fig. S8b). In the case of OCKS-treated cells, metabolic process-related genes were also upregulated (Supplementary Fig. S8b). 

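In OCKS-treated MEFs most adipocyte markers rose, while metabolic genes that passed the thresholds went both ways. Of 11 adipocyte markers, 10 rose and 0 fell (10 adjusted over the list alone), and with OS 9 rose and 0 fell (10 adjusted over the list alone). Among those that rose with OCKS were Cidec, which encodes a protein of the lipid droplet (7.48 on the log2 scale), the hormone gene Adipoq (6.53) and Pparg (3.30), the regulator of fat cell differentiation. Of 26 genes of cholesterol and fatty acid synthesis, 15 fell and 1 rose (the same adjusted over the list alone), or 5 and 1 with the spike-in scaling. The sterol demethylase gene Cyp51 fell by 2.04, while Srebf1, a regulator of the pathway, rose by 1.12. In glycolysis 3 of 22 genes rose, such as Pfkfb3 (2.39) and Ldhb (1.96), and 5 fell, such as the lactate exporter gene Slc16a3 (-3.32, standard error 0.302, n = 3 arrays per group) and Eno1 (-1.41); adjusted over the list alone the numbers were the same, and with the spike-in scaling 3 rose and 2 fell. Of 24 genes of mitochondrial respiration the coactivator gene Ppargc1a rose (3.96), 0 fell and 23 did not pass. Of 32 genes of ribosome biogenesis and nucleotide synthesis 0 rose and 3 fell (limma; the same adjusted over the list alone), with the folate enzyme gene Mthfd2 lowest (-3.15), and 1 with the spike-in scaling. In limma's camera test the adipocyte markers were higher than other genes (adjusted p = 1.73e-07, and adjusted p = 0.335 with an estimated correlation), and those of cholesterol and fatty acid synthesis lower (adjusted p = 0.000394, and adjusted p = 0.493 with an estimated correlation). So were those of ribosome biogenesis (adjusted p = 0.0355, and adjusted p = 0.496 with an estimated correlation), whereas glycolysis (0.398) and mitochondrial respiration (0.056) did not pass.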

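Genes that answer to TGF-β, whose receptor ALK5i inhibits, fell furthest. Of 25 such genes, 19 fell with OS and 19 with OCKS and 0 rose with either (limma; 20 and 19 fell adjusted over the list alone). The smooth muscle gene Tagln fell by 6.61 with OS (standard error 0.355, n = 3 arrays per group) and 6.43 with OCKS. The matrix regulator gene Ccn2 (-6.42 and -6.01) fell alike. Of 36 genes of the extracellular matrix, 16 fell and 6 rose with OS and 18 fell and 5 rose with OCKS (17 and 19 fell adjusted over the list alone). The crosslinking enzyme gene Lox fell by 3.88 and 4.37 and the collagen gene Col1a1 by 1.83 and 1.95, while the proteoglycan gene Lum rose by 3.96 and 3.12. Genes of body pattern fell too, 15 of 37 Hox genes with OS and 14 with OCKS (the same adjusted over the list alone), with Hoxb9 (-3.32 and -3.85) lowest, although the spike-in scaling gave 2 rises and 7 falls with OS and 11 falls with OCKS. Of 44 genes of mesenchymal development tested with OS, 12 fell and 3 rose, and of 43 tested with OCKS 10 fell and 3 rose (the same adjusted over the list alone), but with the spike-in scaling 12 rose and 2 fell with OS and 6 rose and 6 fell with OCKS. The signal gene Bmp4 fell by 3.69 and 2.72 and the limb gene Msx1 by 2.26 and 2.04, while Foxc1 rose by 1.32 and 1.65. Leukocyte genes such as Aif1 (-5.36 and -5.23) were among those that fell as well.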

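Some genes of cell division and of lipid synthesis fell at the 75th percentile scaling, and most of the others did not pass. Of 34 cell cycle genes, 15 fell with OS and 13 with OCKS (16 and 13 adjusted over the list alone), among them the spindle gene Tpx2 (-1.78 and -1.69) and the proliferation marker Mki67 (-1.30 and -1.19), yet with the spike-in scaling 2 rose and 0 fell with OS and 1 fell with OCKS. With OS, 12 of 26 genes of cholesterol and fatty acid synthesis fell and 0 rose (12 adjusted over the list alone), against 1 rise and 1 fall with the spike-in scaling, with the desaturase gene Scd2 at -1.85. In glycolysis 5 of 22 genes fell with OS and 3 rose (the same adjusted over the list alone), and 2 fell and 5 rose with the spike-in scaling. Of 32 genes of ribosome biogenesis and nucleotide synthesis 3 fell with OS, such as Mthfd2 (-3.02) and Shmt2 (-1.10), both of folate metabolism (the same adjusted over the list alone), where the spike-in scaling gave 4 rises and 1 fall. Of mitochondrial respiration, only Ppargc1a changed with OS, by 3.17 upward, at the main scaling. Against other genes, limma's camera test gave TGF-β response 1.65e-07 with OS and 4.01e-07 with OCKS (adjusted p = 0.247 and adjusted p = 0.277 with an estimated correlation) and Hox 0.00275 and 0.00585 (adjusted p = 0.376 and adjusted p = 0.357 with an estimated correlation). It gave cell cycle 5.68e-05 and 0.000138 (adjusted p = 0.572 and adjusted p = 0.538 with an estimated correlation) and lipid synthesis 0.000231 with OS (adjusted p = 0.426 with an estimated correlation). In the camera test the matrix genes passed with OCKS at 0.0329 (adjusted p = 0.75 with an estimated correlation) and not with OS (0.0971), and mesenchymal development passed with neither (0.848 and 0.947). In Fisher's exact test falls of matrix genes were more frequent than among the other genes (adjusted p = 2.48e-05 with OS and 2.13e-06 with OCKS). Falls of mesenchymal genes were so with OS (adjusted p = 0.0329) and not with OCKS (adjusted p = 0.259, Fisher's exact test). Without MEF replicate 1 or without OS replicate 3, 10 matrix genes fell with OS.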

The downregulated genes in the treated MEFs included genes related to developmental processes or to metabolic processes (Fig. 4c; Supplementary Fig. S8c).

To understand relationship between PGCs and the treated MEFs, we compared the transcriptome of male PGCs from E13.5 mouse embryos and that of the treated MEFs to the transcriptome of control MEFs. We found that 1234 genes were upregulated in both PGCs and OS-treated MEFs, and 1427 genes were upregulated in both PGCs and OCKS-treated MEFs; notably, meiosis-related GO terms and genes including Tex19.1, Dazl, Sycp1 and Sycp3 were highly enriched in both sets of up-regulated genes (Fig. 4e; Supplementary Fig. S8e; Supplementary Fig. S9; Supplementary Table S3; Supplementary Table S4). The results indicated that germ cell-specific genes were selectively upregulated in MEFs by either treatment. Additionally, we performed principal component analysis (PCA) of control MEFs, MEFs with OS or OCKS + chem + VA5 + *Dnmt1*-KD, E13.5 male (♂) PGCs, E15.5 female (♀) PGCs, control ESCs, and *Max*-KD ESCs (Fig. 4f). 

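Genes of germ cell RNA regulation and the piRNA pathway rose in 16 of 23 cases with OS and 15 of 22 with OCKS, and 0 fell with either (limma; 16 and 15 adjusted over the list alone). The piRNA factor gene Gtsf1 rose by 6.09 on the log2 scale with OS and 5.79 with OCKS, the germ cell surface gene Tex101 by 5.14 and 5.79, and the helicase gene Mov10l1 at least 16.0-fold and 20.3-fold (adjusted p = 1.19e-07 and 8.61e-08, limma). Among 21 genes of meiosis, 9 rose, 2 fell and 10 did not pass with OS, and 8 rose and 1 fell with OCKS (the same adjusted over the list alone). Syce1, of the synaptonemal complex, rose by 4.70 (standard error 0.194, n = 3 arrays per group) and 4.83, and the meiotic cohesin genes Stag3 by 2.50 and 2.96 and Smc1b by 2.48 and 2.49, whereas Mei4, which meiotic DNA breaks require, fell at least 2.63-fold and 2.22-fold. Genes of PGC specification and pluripotency went both ways, with 4 rises and 6 falls of 23 with OS and 3 rises and 5 falls with OCKS (the same adjusted over the list alone), where the spike-in scaling gave 5 rises and 0 falls with OS and 3 rises and 1 fall with OCKS. The rises include Pou5f1 with OS, which delivers it, and Myc with both treatments, although only OCKS delivers Myc. The receptor gene Kit rose by 1.34 and 1.27, and Sall4 fell by 1.45 and 1.54 and Nanos3 by 1.35 and 1.30. Rises were more frequent than among the other genes for germ cell RNA and piRNA (Fisher's exact test, adjusted p = 3.54e-10 with OS and 4.36e-09 with OCKS) and for meiosis (0.000726 and 0.0058). In limma's camera test the adjusted p was 2.01e-07 and 4.01e-07 for the former (adjusted p = 0.247 and adjusted p = 0.277 with an estimated correlation) and 0.013 and 0.00911 for meiosis (adjusted p = 0.484 and adjusted p = 0.493 with an estimated correlation). With a normexp background correction 10 genes of the piRNA list rose with OS, and 4 and 5 of the meiosis list with OS and OCKS. From the genes shared with PGCs, the paper concludes that either treatment selectively upregulated germ cell-specific genes.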

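Control MEFs, OS-treated and OCKS-treated MEFs and E15.5 female PGCs, 3 arrays each, were compared over 17559 genes. The PGCs stood furthest from the rest, and the first component, with 76.55% of the variance, placed them at 262.46 to 270.48. On it the control MEFs lay between -66.9 and -61.36, the OS-treated MEFs between -110.69 and -100.37 and the OCKS-treated MEFs between -102.9 and -90.0. The second component, with 18.51%, parted the control MEFs (-129.91 to -124.85) from the OS-treated (50.0 to 58.49) and OCKS-treated MEFs (57.24 to 64.02), with the PGCs at 11.37 to 14.03. Germ cell genes set the PGCs apart from control MEFs, with Tex101 13.21 higher on the log2 scale and the piRNA gene Gpat2 12.46, while the surface gene Thy1 (-12.25) and the calcium-binding gene S100a4 (-11.11) were lower. In the PGCs, 5246 of 17365 genes were higher (30.2%) and 4532 lower (26.1%) at the thresholds of Fig. 4. The median change was 0.216, and -0.177 with median scaling, where 43.4% of the changed genes were higher against 53.7% (44.3% with the spike-in scaling). All 30 genes of meiosis were higher in PGCs, all 36 of the extracellular matrix lower, and of 38 Hox genes 31 were lower and 3 higher (the same adjusted over the list alone). MEF replicates 2 and 3 shared a slide with PGC replicates 2 and 3. With the slide as a block 4827 genes were higher in PGCs and 4072 lower, and within the shared slide 4881 and 4150.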

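Several genes with large changes changed in the same direction with either treatment. Pou5f1 (Oct3/4), by contrast, rose by 5.78 on the log2 scale with OS (adjusted p = 7.33e-07) and did not pass with OCKS (0.84, adjusted p = 0.0777, limma). The difference between the treatments was -4.95 for Pou5f1 (adjusted p = 0.00214, limma). The chemokine gene Ccl11 rose by 9.00 with OS and 7.60 with OCKS, and Acod1, which encodes a metabolic enzyme of immune cells, by 8.95 and 7.75. Across 16300 genes the changes against control MEFs correlated with Pearson's r = 0.965, between 0.905 and 0.962 for single arrays, genes not being independent replicates. The 3 control arrays serve both comparisons and cannot be split further, so simulated arrays with no treatment effect that share controls were set beside them. Over the 16117 genes tested in both comparisons, r was 0.967 against 0.501 in the simulated arrays and the covariance of the changes 2.09 against 0.0229, and part of the correlation may come from the controls. In the direct comparison of OCKS with OS, 0 of 15706 genes rose or fell (limma), with 1444 higher and 1328 lower at an unadjusted p under 0.05. At an adjusted p under 0.05 with a 2-fold change, 1 was higher and 6 lower, and without OS replicate 3, 6 rose and 26 fell at the thresholds of Fig. 4. In simulated arrays 22% of genes changed by 1 and 82% of those changed by 2 were called here. Those arrays held 50 changed genes of each size, which makes the adjustment of p less strict than where few genes differ. The shares may therefore overstate what the real comparison could call, where Pou5f1 at -4.95 did not pass. Klf4 differed by -0.19 (standard error 0.189, adjusted p = 0.636) and Myc by -0.27 (standard error 0.233, adjusted p = 0.575, limma, n = 3), each from 1 probe that may not report vector transcripts. Against control MEFs Klf4 did not pass with OS (-0.03) or OCKS (-0.22), whereas Myc rose by 1.57 and 1.30. The germ cell gene Tex19.1 differed by 0.52 (adjusted p = 0.403) and Dazl by -0.30 (adjusted p = 0.755, limma).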

We found that OS- and OCKS-treated MEFs were closely correlated with each other, supporting the idea that *Klf4* and *c-Myc* did not significantly affect the transcriptome of MEFs cultured with OS + chem + VA5 + *Dnmt1*-KD. 

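On the line from the mean of the control MEFs (0%) to that of the E15.5 female PGCs over 17559 genes, OS-treated MEFs lay at 9.73% ± 1.53 (SD, n = 3) and OCKS-treated MEFs at 11.8% ± 1.52 (SD, n = 3). The treated MEFs also moved away from that line, by 1.40 to 1.47 on the log2 scale per gene, against a distance of 2.71 between control MEFs and PGCs. On linear signals the positions were 29.4% and 29.6%. On the first principal component, an axis chosen after the data were seen, they were -11.9% and -10.1%, on the far side of the control MEFs from the PGCs. Among the gene lists, 27 of 29 genes of germ cell RNA and piRNA were higher in PGCs than in control MEFs and 23 of 25 genes of the TGF-β response lower (27 and 23 adjusted over the list alone). Interferon-stimulated genes, which rose with the treatments, were lower in PGCs in 27 of 30 cases (27 adjusted over the list alone). Genes of PGC specification and pluripotency, of which more fell than rose with either treatment at the 75th percentile scaling and more rose than fell with the spike-in scaling, were higher in PGCs in 16 of 28 cases and lower in 4 (the same adjusted over the list alone). Mesenchymal genes were lower in PGCs in 33 of 43 cases and higher in 4 (the same adjusted over the list alone). Of the 1631 genes that rose with OS and were tested in both comparisons, 592 were higher in PGCs (36.3%) and 544 lower, where 455.8 and 459.5 are expected if the comparisons were independent. For OCKS, 649 of 1702 were higher (38.1%) and 543 lower, where 475.5 and 482.2 are expected, so that rises with either treatment exceeded the expected number in both directions. Of the genes that fell, 1057 with OS (51.4%) and 1103 with OCKS (48.9%) were also lower in PGCs, where 578.9 and 638.6 are expected, and 300 and 293 were higher, where 574.3 and 629.7 are expected. The control arrays serve both comparisons here as well, so part of each excess in the same direction may come from them. Shared controls shift both changes alike and would not add rises that were lower in PGCs. The correlation of the changes with those of PGCs was 0.213 for OS and 0.241 for OCKS, against 0.503 and 0.5 in simulated arrays without effects, and their covariance 0.769 and 0.888 against 0.0226 and 0.0221. The simulated correlation comes from noise with shared controls alone. A lower value in arrays with real effects therefore does not show less likeness to PGCs than noise would give.

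**Figure D2:**
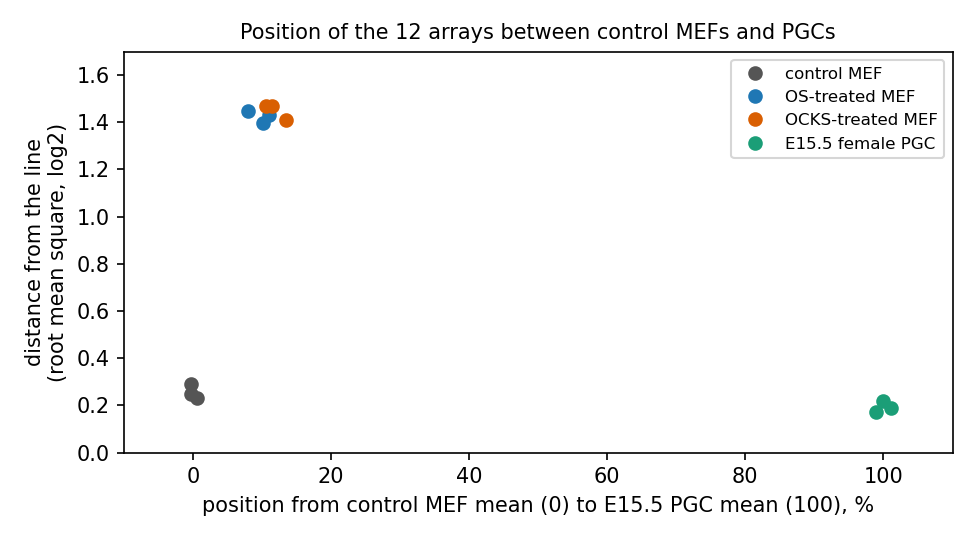
Position of each array on the line from control MEFs (0%) to E15.5 female PGCs (100%), horizontal axis in percent, against its distance from that line, vertical axis on the log2 scale per gene; each point is 1 of the 12 arrays. The OS arrays average 9.73% and the OCKS arrays 11.8%, with all of them 1.40 to 1.47 away from the line.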

Meanwhile, the transcriptome of the treated MEFs was positioned midway between control MEFs and PGCs; this finding indicated that the OS or OCKS + chem + VA5 + *Dnmt1*-KD conditions substantially altered transcriptome of MEFs towards that of PGCs, and that establishment of a germ cell-like transcriptome in MEFs would require additional manipulation.

### Meiosis-related genes were repressed by DNA methylation and histone H3 lysine 27 tri-methylation in MEFs

Finally, we investigated the epigenetic regulatory mechanisms responsible for upregulation of meiosis-related genes in MEFs subjected to the OS + chem + VA5 + *Dnmt1*-KD treatment. We focused on *Dazl*, *Tex19.1*, and *Sycp1* because they were highly upregulated in the treated MEFs (Fig. 5a; Supplementary Fig. S9; Supplementary Table S3; Supplementary Table S4). 

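Tex19.1, which germ cells use to restrain retrotransposons, rose from below background. Its level, as log2 signal relative to the 75th percentile of the array, was -8.24 ± 0.666 (SD, n = 3) in control MEFs, 0.885 ± 0.359 in OS-treated and 1.40 ± 0.282 in OCKS-treated MEFs. This was at least 364-fold higher with OS and 520-fold with OCKS (adjusted p = 9.8e-09 and 5.91e-09, limma). Dazl, an RNA-binding protein gene of germ cells, went from -9.72 ± 0.547 to -2.62 ± 0.625 and -2.92 ± 0.82, at least 36.9-fold and 30.0-fold (adjusted p = 4.29e-07 and 5.5e-07, limma). Sycp1, which builds the synaptonemal complex, went from -9.94 ± 0.568 to -4.90 ± 0.67 and -5.11 ± 0.773, at least 7.59-fold and 6.57-fold (adjusted p = 3.99e-06 and 5.07e-06, limma). None of these was above background on any control array. Sycp3, well above background on 2 of the 3 control arrays, rose by 2.89 with OS and 3.22 with OCKS (standard error 0.161, adjusted p = 2.23e-07 and 1.07e-07, limma). Ddx4, the Vasa gene, differed by -0.11 and 0.02 (standard error 0.171, adjusted p = 0.578 and 0.907, limma). Stra8 was well above background on 2 of the 3 arrays each of control, OS-treated and OCKS-treated MEFs, and was not tested. In E15.5 female PGCs the level of Tex19.1 was 3.41 ± 0.0783, that of Dazl 3.99 ± 0.255 and that of Sycp1 4.99 ± 0.16.

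**Figure D3:**
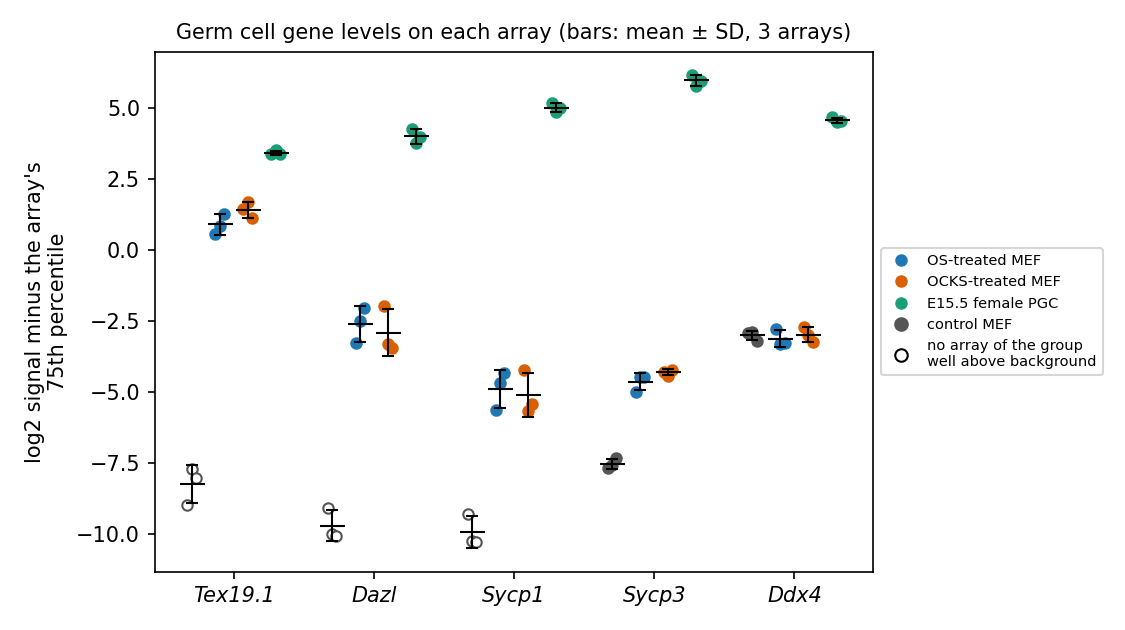
Log2 signal relative to the 75th percentile of the array for germ cell genes in control MEFs, OS-treated MEFs, OCKS-treated MEFs and E15.5 female PGCs; points are arrays and bars the mean and SD (n = 3). Tex19.1 and Dazl lie at -8.24 and -9.72 in control MEFs and at 0.885 and -2.62 with OS.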

Meanwhile, the expression of those genes in the treated MEFs was lower than that in E13.5 PGCs (Supplementary Fig. S10b), indicating that OS  + chem + VA5 + *Dnmt1*-KD treatment is still not enough to fully up-regulate the germ cell-specific gene expression. We assessed which treatments were essential for induction of *Dazl*, *Tex19.1*, and *Sycp1* and found that inhibition of DNA methylation, of H3K27me3, and of TGF-β critically affected induction of these genes (Fig. 5b). In addition, only these three inhibitors in combination with OS (OS + ALK5i + DZNep + *Dnmt1*-KD) were able to induce levels of *Dazl*, *Tex19.1*, and *Sycp1* expression comparable to the OS  + chem + VA5 + *Dnmt1*-KD treatment (Fig. 5c). Similar results were also obtained in ALK5i + DZNep + *Dnmt1*-KD condition without OS (Supplementary Fig. S11), again suggesting that OS expression is not critical for induction of those germ cell-specific genes.

Next, to determine whether any treatment changed the DNA methylation or H3K27me3 levels in the promoter regions of *Dazl*, *Tex19.1*, or *Sycp1*, we performed bisulphite sequencing and chromatin immunoprecipitation (ChIP) assays. The promoter region of each gene became hypo-methylated, though the change in *Sycp1* was relatively small (Fig. 6a). At the *Dazl* and *Tex19.1* promoters in MEFs, H3K27me3 levels were also reduced following OS + chem + VA5 + *Dnmt1*-KD treatments. (Fig. 6b; supplementary Fig. S12). Moreover, both H3K4me3 and H3K27me3 were enriched in the promoter regions of *Dazl* and *Tex19.1* (Fig. 6b; supplementary Fig. S12); therefore, both of those genes can maintain bivalent histone modifications. Interestingly, H3K4me3 and H3K27me3 levels at *Scyp1* were higher in the treated MEFs than in control MEFs (Fig. 6b; Supplementary Fig. S12).

These results suggested that the expression of those three genes was repressed by DNA methylation. In addition, H3K27me3 was also involved in repression of *Dazl* and *Tex19.1*. Meanwhile, *Sycp1* may be regulated by different mechanisms than those regulating *Dazl* and *Tex19.1*.

## Discussion

Although our previous study reported that *Max*-KD ESCs show global induction of germ-cell specific genes^40^, *Max*-KD MEFs did not (Supplementary Fig. S3). This difference may be partly due to differences between ESCs and MEFs with regard to epigenetic status; for example, the genome of MEFs is relatively hyper-methylated compared with that of ESCs^9^,^19^. Therefore, we suspected that a more permissive epigenetic environment, one resembling that of ESCs or PGCs, was necessary for global induction of germ cell-specific genes in MEFs.

During the exploration for conditions for generating epigenetic environments permissive for induction of germ cell-specific genes, we found that *Vasa* was more readily induced under different conditions than other germ cell-specific genes (Supplementary Fig. S3); this finding suggested that *Vasa* differed from other germ cell-specific genes in its sensitivity to alter epigenetic environments. Ultimately, we found that the simultaneous inhibition of repressive epigenetic modifications, including inhibition of DNA methylation and of some repressive histone modifications, induced several germ cell-specific genes (Supplementary Fig. S5). In particular, simultaneous inhibition of DNA methylation, H3K27me3, and TGF-β signaling was important for *Dazl*, *Tex19.1*, and *Sycp1* induction (Fig. 5; Supplementary Fig. S11).

In about 50% of the treated MEFs, Dazl protein was upregulated (Fig. 3, Supplementary Fig. S7), suggesting that at least some germ cell-specific genes were upregulated in half of MEFs following treatment with OCKS or OS + chem + VA5 + *Dnmt1*-KD. Meanwhile, other germ cell-specific gene products, Vasa and Sycp3 protein were not detectable in MEFs after either treatment (Supplementary Fig. S13; Supplementary Fig. S14). In addition, expression of the germ cell-specific reporters Vasa::RFP and Oct4ΔPE-GFP was also not detected. It indicates that the expression of those reporters was under sensitivity of detection by a fluorescence microscope, while RT-qPCR has higher sensitivity to detect mRNA of the endogenous Vasa. These results suggested that both the expression levels of germ cell-specific genes and the number of upregulated germ cell-specific genes were not high enough to drive germ cell differentiation. In fact, levels of germ cell-specific gene expression in the treated MEF was low compared to that in E13.5 PGCs (Supplementary Fig. S10) and meiosis-like phenotypes such as formation of synaptonemal complexes were not observed under this condition (Supplementary Fig. S14).

Transcriptome analysis revealed that OCKS or OS + chem + VA5 + *Dnmt1*-KD treatment resulted in global changes in MEF transcription such that it became more like PGC transcription (Fig. 4f), and germ cell-specific genes were selectively induced in the treated MEFs (Fig. 4b,d,e, Supplementary Fig. S8b,d,e), though the overall transcriptome profile of the treated MEFs was still different from that of PGCs (Fig. 4f). Meanwhile, the PCA showed that the transcriptomes of MEFs in OCKS or OS + chem + VA5 + *Dnmt1*-KD conditions were not close to ESCs, which suggested that the conditions did not result in the enhancement of reprogramming into pluripotential stem cells. Consistent to this idea, iPSC colony formation was severely inhibited in OCKS + chem + VA5 + Dnmt1 KD condition (Supplementary Fig. S15).

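Dnmt1, the target of the knockdown, fell by 2.05 on the log2 scale with OS and 2.34 with OCKS (standard error 0.170, n = 3 arrays per group, adjusted p = 3.24e-06 and 1.25e-06, limma), while Ezh1, a writer of H3K27 methylation, rose by 1.05 and 1.43. Of 26 epigenetic regulators, 1 rose and 3 fell with OS and 1 rose and 2 fell with OCKS (the same adjusted over the list alone), where the spike-in scaling gave 10 rises and 2 falls with OS. In control MEFs 2237 genes were not above background on any array. On all 3 treated arrays 149 of them were well above it with OS (6.66%) and 143 with OCKS (6.39%). Of the silent germ cell RNA and piRNA genes, 8 of 12 came on with OS and 7 of 12 with OCKS, more than among the other silent genes (Fisher's exact test, adjusted p = 1.78e-06 and 3.2e-05). Of 8 silent meiosis genes 3 came on with each treatment (37.5%, adjusted p = 0.059 and 0.0544, Fisher's exact test), and of 5 silent cytokine and chemokine genes 2. The meiosis result depends on the rule. At a signal 2-fold above the lowest well above background, 3 came on with OS (adjusted p = 0.0308) and 2 with OCKS (adjusted p = 0.172, Fisher's exact test). Counting any 2 of 3 arrays, 3 came on with each (adjusted p = 0.138 and 0.121, Fisher's exact test). At the main rule, all 3 arrays, 2 of 3 silent X-linked germline genes came on with each treatment. Of 4 silent genes of PGC specification and pluripotency, 5 of the nervous system and 2 Hox genes, 0 came on with either treatment at that rule. Hoxb1 was not well above background on any array.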

The induced permissive epigenetic modifications in this study resulted in up-regulation of only a part of genes expression, but not in global de-repression of transcription (Fig. 4, Supplementary Fig. S8); only some genes such as tissue-specific genes including germ cell-specific genes, nervous system-specific genes and immune system-specific genes were selectively upregulated, but about two third of genes including somatic genes such as Hoxa1 and Hoxb1 were unchanged (Fig. 4, Supplementary Fig. S8, Supplementary Fig. S5b). This finding suggested that the changes in epigenetic modifications selectively influenced transcriptional activity of some genes in the treated MEFs, and similar epigenetic transcriptional machineries may commonly repress the expression of germ cell-, nervous system- and immune system-specific genes. Because tissue-specific genes are generally induced in response to extra-cellular signaling stimuli, genes induced by several different extra-cellular stimuli might be relatively sensitive to the permissive epigenetic environments such as hypo-methylation of DNA and of H3K27 in MEFs. Therefore, we tested the effects of BMP4, BMP8b, SCF, and EGF, which are each important for PGC-like cell induction from pluripotent cells^44^. However, only *Blimp1* was marginally upregulated in MEFs following treatment with OS + chem + VA5 + *Dnmt1*-KD and those growth factors (Supplementary Fig. S16). Therefore, in addition to the manipulation of epigenetic status, expression of critical transcription factors might be needed to further enhance transcription of a group of genes specific to germ cells to drive the differentiation of MEFs into germ cells.

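Between OCKS-treated and OS-treated MEFs, 0 genes of the metabolic lists or the adipocyte markers passed the thresholds of Fig. 4 (limma). The lipid droplet genes Cidec and Plin1 were 1.67 (adjusted p = 0.18) and 0.93 (adjusted p = 0.221, limma) higher with OCKS on the log2 scale, and the median of 11 adipocyte markers was 0.933. The glycolytic genes Hk2 and Ldha differed by 0.29 (adjusted p = 0.532) and -0.19 (adjusted p = 0.393, limma). The other lists had 0 as well (limma). Adjusted over the list alone, 0 passed in the metabolic lists and the adipocyte markers, and 1 was lower in each of PGC specification and pluripotency, nervous system and skeletal muscle markers. At an unadjusted p under 0.05, 10 of 11 adipocyte markers were higher and 0 lower, and of 22 genes of glycolysis 0 were higher and 1 lower. Of 24 genes of mitochondrial respiration 4 were higher and 0 lower at that threshold, of 32 of ribosome biogenesis and nucleotide synthesis 0 higher and 4 lower, and of 26 of cholesterol and fatty acid synthesis 1 higher and 3 lower. In limma's camera test the adipocyte markers were higher with OCKS than other genes (adjusted p = 2.38e-05) and so were those of mitochondrial respiration (adjusted p = 0.00349, median 0.154), each at adjusted p = 0.785 or above with an estimated correlation. Glycolysis (0.893, median 0.0173), ribosome biogenesis (0.0581, median -0.0746) and lipid synthesis (0.296) did not pass. Of the other lists, cytokines and chemokines were lower with OCKS in limma's camera test (adjusted p = 0.0313, median -0.577, and adjusted p = 0.785 with an estimated correlation). Of these 23 genes, 1 was higher and 6 lower at an unadjusted p under 0.05.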

Transcriptome analysis also revealed that metabolic-related genes were upregulated under OCKS + chem + VA5 + *Dnmt1*-KD conditions, but not without *Klf4* and *c-Myc* (Fig. 4, Supplementary Fig. S8). This difference of upregulation of metabolic-related genes may be partly due to *c-Myc* over-expression, because a previous study indicated that *c-Myc* caused upregulation of metabolic- and cell cycle-related genes in MEFs^29^. 

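Most genes that passed with OS also passed with OCKS in the same direction. Of the 1729 genes that rose with OS among 16117 tested against control MEFs in both comparisons, 1522 also rose with OCKS (88.0%), where 192.8 are expected if the comparisons were independent. Of the 2055 that fell with OS, 1764 fell with OCKS (85.8%), where 287.4 are expected, and 0 genes rose with one treatment and fell with the other (limma). The synaptonemal gene Tex12 rose by 3.92 and 3.67, the chemokine gene Cxcl10 by 6.81 and 6.43, and the matrix genes Fbln5 (-4.30 and -4.22) and Postn (-3.42 and -3.38) fell. Simulated arrays with shared controls and no effect gave 0 shared calls and the same sign in 66.7% of genes, against 91.4% here. The shared controls, of 3 arrays, cannot be split between the comparisons, so part of this excess may come from them.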

Except for the upregulation of metabolic-related genes, the transcriptomes of OS + chem + VA5 + *Dnmt1*-KD-treated MEFs with or without *Klf4* and *c-My*c were similarly changed relative to control MEFs (Fig. 4f).

The expression of germ-cell specific genes was not affected by OCKS (Fig. 2), which indicated that the expression of pluripotency-associated genes and the consequent acquisition of pluripotency was not a prerequisite for germ cell-specific gene induction.

In this study, we examined three meiosis-related genes, *Dazl*, *Tex19.1*, and *Sycp1*, to assess changes in epigenetic status after treatment of MEFs. We found that the transcription start site (TSS) of those genes became hypo-methyalted, although the TSS of *Sycp1* was less affected than those of the other two (Fig. 6). In addition, *Dazl* and *Tex19.1* showed the bivalent histone modification, i.e., concomitant modifications of H3K4me3 and of H3K27me3 in MEFs (Fig. 6b, Supplementary Fig. S12). Under OS or OCKS + chem + VA5 + *Dnmt1*-KD conditions, H3K27me3 levels were reproducibly reduced at *Dazl* and *Tex19.1*. The results suggested that those three genes were repressed by DNA methylation, and *Dazl* and *Tex19.1* were also poised by the bivalent histone modifications in MEFs. This hypothesis is consistent with the finding that removal of *Dnmt1*-KD or DZNep severely affects induction of *Dazl* and *Tex19.1* (Fig. 5b). Meanwhile increased H3K4me3 may be important for induction of *Sycp1* (Fig. 6b, Supplementary Fig. S12). In addition to those direct epigenetic changes, the possible indirect influence of TGF-β signaling, which is known to inhibit reprogramming of MEFs into iPS cells^42^, may also repress some germ cell-specific genes such as *Sycp1*, because removal of ALK5i, a potent inhibitor of TGF-β signal, significantly impaired induction of *Sycp1* (Fig. 5b).

In conclusion, different epigenetic mechanisms may be involved in repression of germ cell-specific genes in MEFs. Further detailed examination of those epigenetic mechanisms that are responsible for germ cell-specific gene repression may lead to a greater understanding of fundamental differences between somatic cells and of germ cells.

## Methods

### Cell culture

Mouse embryonic fibroblasts (MEFs) were prepared from E14.5 embryos obtained from Vasa::RFP female transgenic mice^45^ mated with Oct4ΔPE-GFP male transgenic mice^46^. Those mice were maintained in C57Bl/6 background. The mice were kept and bred in an environmentally controlled and specific pathogen-free facility, the Animal Unit of the Institute of Development, Aging and Cancer (Tohoku University), in accordance with the approved guidelines for experimental animals defined by the facility. Animal protocols were reviewed and approved by the Tohoku University Animal Studies Committee. MEFs were cultured in high glucose Dulbecco’s Modified Eagle’s Medium (Gibco) supplemented with 10% fetal bovine serum FBS (Gibco) or Stem Pro 34 SFM (Gibco) supplemented with Stem Pro Nutrient supplement (Gibco), 10% knockout serum replacement (Gibco), 1% non-essential amino acid (Gibco), 1% Sodium pyruvated (Gibco), 4 mM L-glutamine (Gibco), 100 μM β-mercaptoethanol (SIGMA), 1000 Units/ml Recombinant Human Leukemia Inhibitory Factor (Millipore), 10 ng/ml basic Fibroblast Growth Factor (SIGMA), 10 ng/ml Recombinant Rat Glial Cell Line-derived Neurotrophic Factor (Gibco), 100 Units/ml Penicillin (SIGMA), and 100 μg/ml Streptomycin (SIGMA). MEFs were maintained at 37 °C in 5% CO_2_. The MEF isolation was carried out in accordance with the approved guidelines. VR15 ESCs were cultured as described previously^40^.

### PGCLC culture condition

2000 cells of the treated MEFs were cultured in a Lipidure-Coat 96-well plate (Thermo Fishers) in Glasgow’s Modified Eagle’s Medium (Gibco) supplemented with15% knockout serum replacement (Gibco), 1% non-essential amino acid (Gibco), 1% Sodium pyruvated (Gibco), 4 mM L-glutamine (Gibco), 180 μM β-mercaptoethanol (SIGMA), 500 ng/ml BMP4 (R&D), 500 ng/ml BMP8a (R&D), 100 ng/ml SCF (R&D), 1000 U/ml LIF (Millipore) and 50 ng/ml EGF (R&D) as previously described^44^.

### Plasmids

The Yamanaka factor (Oct4, c-Myc, Klf4, Sox2: OCKS) expressing tandem vector (pPB-CAG-OCKS) were provided from PiggyBac Transposes Resources of Wellcome trust Sanger Institute via Dr. T. Noce. The Oct4 and Sox2 expressing vectors (PB-hCMV*1-Oct3/4-pA and PB-hCMV*1-Sox2-pA) were constructed by transferring these ORFs from pPyCAG-Oct3/4-IP and pPyCAG-Sox2^47^ to pPB-hCMV*1-pA vector^48^.

### Transfection

Plasmids and siRNAs were transfected into cells using Lipofectamine 2000 (Invitrogen) via the reverse method described in the manufacturer’s instructions. Transfection in the 24-well plate format was carried out as follows. Lipofectamine 2000 (2 μl), plasmids (0.4 μg) and siRNAs (20 pmol) were diluted with 100 μl Opti-MEM and incubated for 20 min at room temperature. Then, 50000 cells suspended in 500 μl of growth medium were added to each Lipofectamine/Plasmids/siRNA mixture and were mixed and plated into each well of a 24-well plate. The cells were incubated for 24 hr and were fed with growth medium with/without small-molecule compounds. All siRNAs were designed by QIAGEN. IDs of the siRNAs used in this study are Mm_Max_5, Mm_LOC100044129_1, Mm_Ezh2_6, Mm_Atf7ip_3 and Mm_Dnmt1_2. AllStars Negative control siRNA (QIAGEN) was used as the non-silencing control siRNA. Details of the small-molecule compounds are shown in Supplementary Table S1.

### RNA preparation and real-time PCR

Total RNA samples were purified using the RNeasy Plus mini kit (QIAGEN) according to the manufacturer’s instructions. RNAs were reverse-transcribed using SuperScript III (Invitrogen) and random primers (Promega). Expression levels of germ cell-specific genes or somatic genes were quantified using the SYBR Green Master Mix (Applied Biosystems) with the primers shown in Supplementary Table S2 or via TaqMan Gene expression assays (Applied Biosystems). PCR signals were detected using CFX Connect (Bio-Rad). *Ppia*, *Arbp*, or *Gapdh* was used as an internal control. The TaqMan probes used in this study were *Dppa3* Mm00836373_g1, *Sycp1* Mm01298009_m1, and Gapdh 4352932E.

### Microarray analysis

Total RNA (100 ng) from each sample was analyzed. Samples were prepared using the Agilent Low Input Quick Amp Labeling Kit; probes were hybridized onto the Agilent Whole Mouse Genome Oligo DNA Microarray kit Ver 2.0 (Agilent) according to the manufacturer’s instructions. The microarrays were scanned using the Agilent DNA microarray scanner (Agilent). Each cell-type was analyzed in three biological replicate. Multiple testing corrections were performed with the Benjamini-Hochberg false-discovery rate correction.

### Immunofluorescence

For immuno-staining of Dazl protein, cells were fixed with 4% paraformaldehyde in PBS for 1 hr at room temperature, permeabilized with 0.3% Triton-X in PBS for 15 min. For immuno-staining of Vasa protein, cells were fixed with 4% paraformaldehyde in PBS for 1 hr at room temperature, incubated with 0.2 M Glycine for 10 min at room temperature. Then the cells were re-fixed with 100% methanols for 10 min at −20 °C, and were incubated with blocking solution (10% FBS, 1% BSA, 0.1% Triton-X in PBS) for 1 hr at 4 °C. The cells were then incubated with primary antibody (rabbit anti-Dazl, Abcam; rabbit anti-Vasa^49^) in the blocking solution overnight at 4 °C. The cells were then washed and incubated with secondary antibody (Alexa Fluor dye-conjugated secondary antibodies, Invitrogen) and 3 μg/ml^−1^ 4′,6-diamidino-2-phenylindole (DAPI) in blocking solution for 1 hr at room temperature. The cells were washed again and mounted with VECTASHIELD (Vectro Laboratories). Stained cells were observed under a Leica AF6000 fluorescence microscope, and were then analyzed with image J. The immune-staining of Sycp3 protein were performed as described previously using anti-Sycp3 (Abcam)^40^.

### Bisulphite sequencing

Genomic DNA was extracted using QIAGEN DNeasy Blood & Tissue kits or QIAGEN All prep DNA/RNA Micro kits and converted with sodium bisulphite using the EZ DNA Methylation-Direct Kit (Zymo Research) according to manufacturer’s instructions. The targeted regions of *Dazl*, *Tex19.1* and *Sycp1* were amplified from bisulphite-converted DNAs using BIOTAQ HS DNA Polymerase (BIOLINE). The sequences of the PCR primers used for this assay are listed in Supplementary Table S2. The PCR products were cloned into respective pGEM-T easy vectors (Promega) and were sequenced using the BigDye Terminator v1.1 Cycle Sequencing Kit (Applied Biosystems).

### Chromatin immunoprecipitation (ChIP)

ChIP experiments were carried out as described previously^50^ with some modifications. In brief, 5 μg of antibodies were bound to Dynabeads Protein G (Invitrogen) for normal IgG (CST), anti-H3K4me3 (Abcam), and anti-H3K27me3 (Millipore) overnight at 4 °C. Each cell suspension was then fixed with 1% formaldehyde in DPBS (Invitrogen) for 10 min. After adding 1.25M glycine, the cross-linked cells were washed, collected in pellets by centrifugation, and flash frozen with liquid nitrogen. The cells were lysed in SDS lysis buffer, and genomic DNA was sheared by sonication (Branson sonifier 250). After centrifugation, each cleared lysate was incubated with antibody-bound Dynabeads overnight at 4 °C. The beads were washed, and the chromatin was eluted and subjected to reverse cross-linking. DNA was purified using the QIAGEN PCR purification kit, and analyzed via real-time PCR using Power SYBR Green PCR master mix (Applied Biosystems) and primers that spanned the transcriptional start sites of the genes of interest. The primer sequences used for these assays are listed in Supplementary Table S2.

### Alkaline phosphatase staining

For alkaline phosphatase (ALP) staining, cells were fixed with 4% paraformaldehyde in PBS for 15 min at room temperature, and then incubated with staining solution (25 mM Tris-Malate pH9.0 (Wako), 0.4 mg/ml Sodium α naphthyl phosphate (SIGMA), 1 mg/ml Fast Red TR solt (SIGMA) in water) for 30 min at room temperature. The cells were washed by PBS, then were observed under a Nikon TE300 microscope.

## Additional Information

**How to cite this article**: Sekinaka, T. *et al*. Selective de-repression of germ cell-specific genes in mouse embryonic fibroblasts in a permissive epigenetic environment. *Sci. Rep.* **6**, 32932; doi: 10.1038/srep32932 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
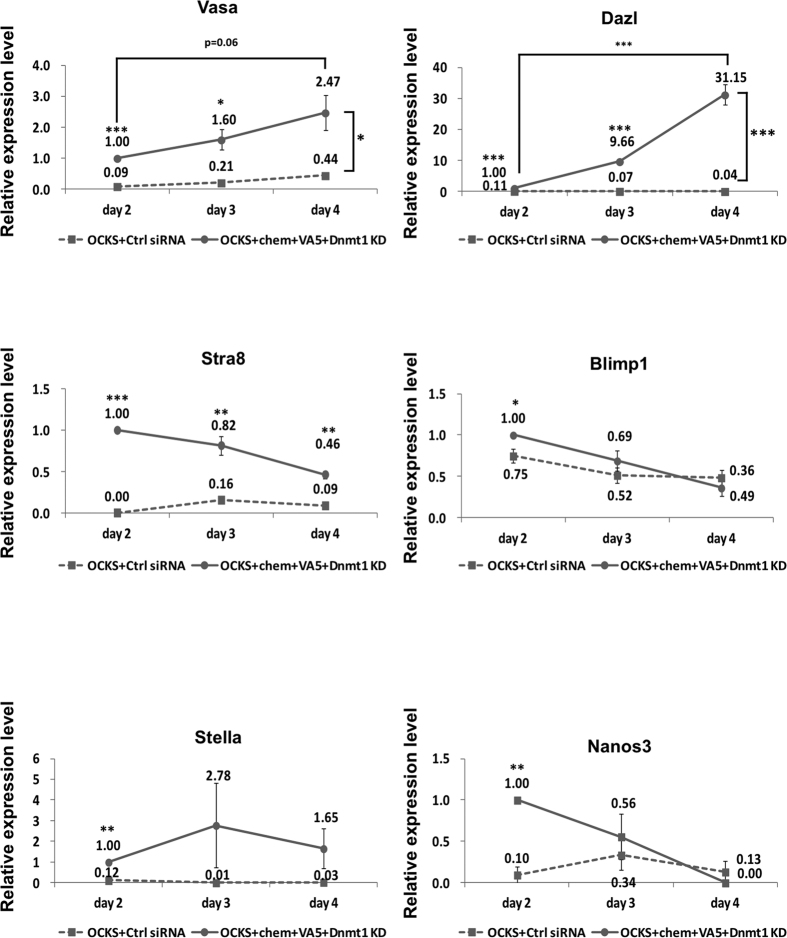
Changes of germ cell-specific gene expression in MEFs in OCKS + chem + VA5 + *Dnmt1*-KD condition. The expression of germ cell-specific genes was quantified by real-time PCR in MEFs after transfection of the expression vector encoding the Yamanaka factors (*Oct4, c-Myc, Klf4, Sox2*: OCKS) with or without addition of tranylcipromine, BIX-01294, DZNep (chem), VPA, ALK5i (VA5), and *Dnmt1* Knocked-Down (KD) (OCKS + chem + VA5 + *Dnmt1*-KD, or OCKS + Ctrl siRNA) after 2, 3, 4 days in culture. The expression level of each gene in MEFs with OCKS + chem + VA5 + *Dnmt1*-KD was set as 1.0. Error bars: S.E. of three biological replicates, *p < 0.05, **p < 0.01, ***p < 0.001 (Student’s t-test).

**Figure 2:**
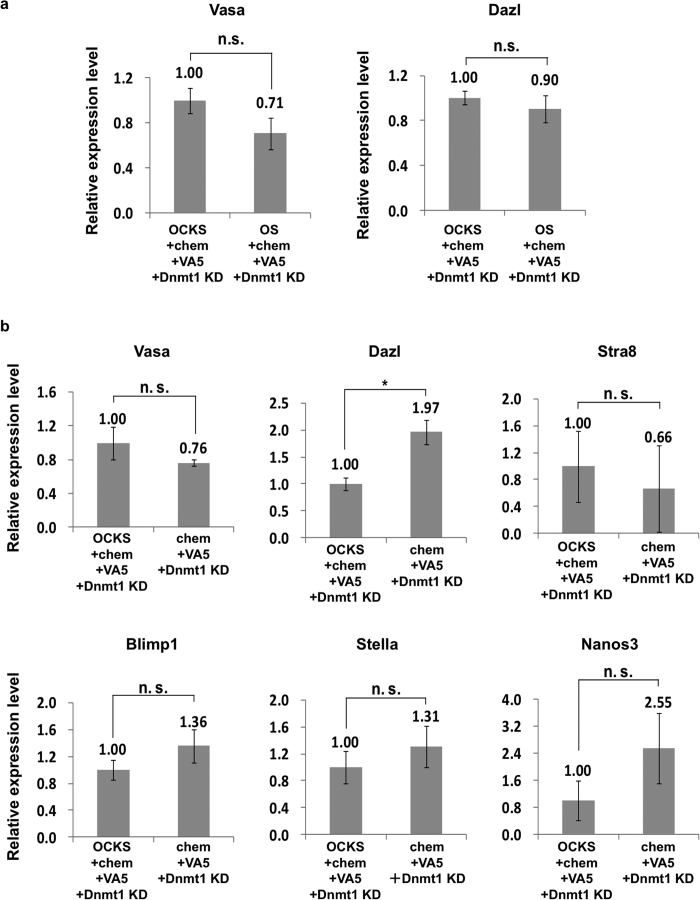
Yamanaka factors were not necessary for induction of germ cell-specific genes. **(a)** *Vasa* and *Dazl* expression in the presence of OCKS or OS with chem + VA5 + *Dnmt1*-KD after 4 days in culture. **(b)** The expression of germ cell-specific genes with or without OCKS in chem + VA5 + *Dnmt1*-KD condition after 2 days in culture. The expression of germ cell-specific genes was quantified by real-time PCR. The expression level of each gene in MEFs with OCKS + chem + VA5 + *Dnmt1*-KD was set as 1.0. Error bars: S.E. of three biological replicates, *p < 0.05, n.s.: not significantly different (Student’s t-test).

**Figure 3:**
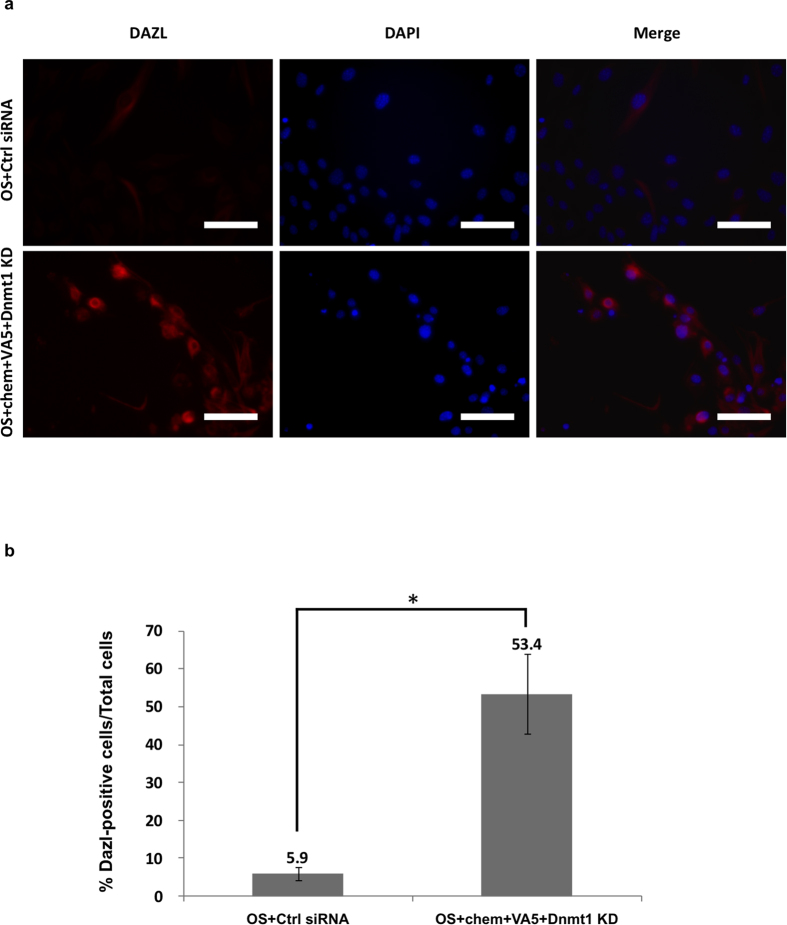
Dazl protein was significantly increased in MEFs following OS + chem + VA5 + *Dnmt1*-KD treatment. **(a)** Immuno-fluorescence staining of MEFs after 4 days in culture with or without chem + VA5 + *Dnmt1*-KD in the presence of OS using anti-Dazl antibody. The shown data are representative of three independent experiments. Red: anti-Dazl, Blue: DAPI, scale bar: 200 μm. **(b)** The ratios of Dazl-positive cells in DAPI-positive cells. Numbers of Dazl- or DAPI-positive cells was estimated by image J. Error bars: S. E. of three biological replicates, *p < 0.05.

**Figure 4:**
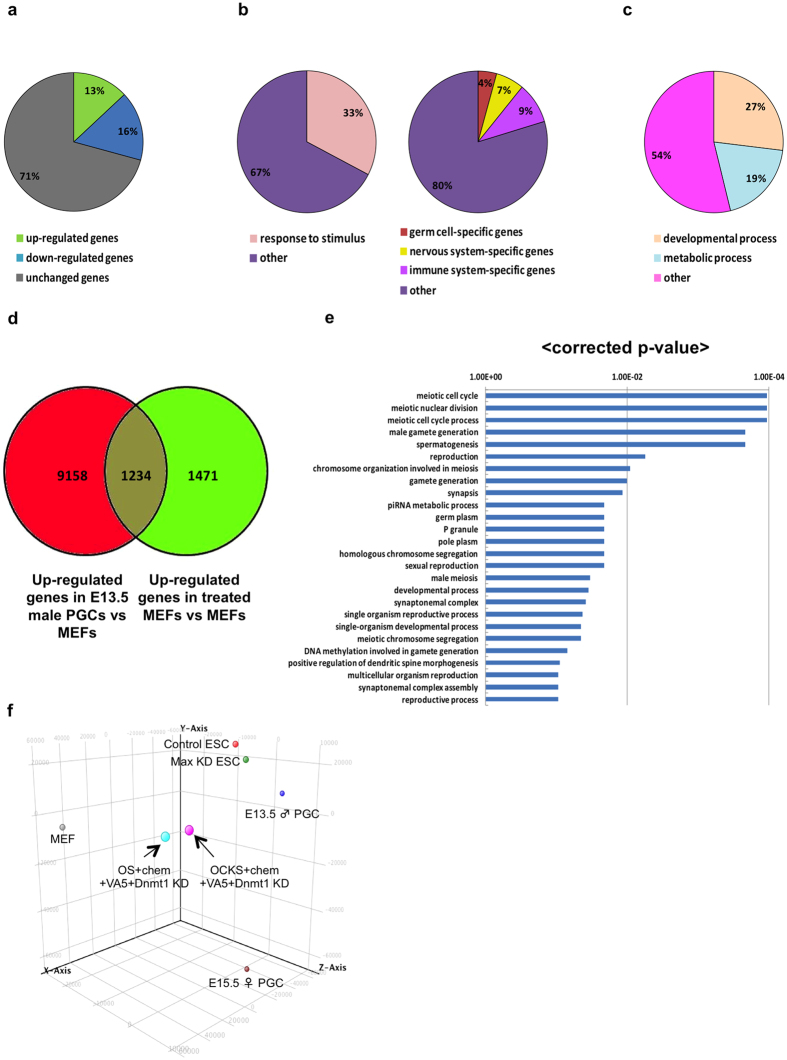
Transcriptome analysis of MEFs in OS + chem + VA5 + *Dnmt1*-KD condition. (**a**) The ratios of number of upregulated or downregulated genes in MEFs 4 days after OS + chem + VA5 + *Dnmt1*-KD treatment compared with in control MEFs. Genes whose expression was changed at least two-fold (p < 0.001) were analyzed. **(b)** The ratios of upregulated genes annotated with particular GO terms. **(c)** The ratios of downregulated genes annotated with particular GO terms. **(d)** Relationship of upregulated genes in E13.5 male PGCs and in the treated MEFs compared with control MEFs. **(e)** GO analysis in commonly upregulated genes in E13.5 male PGCs and in the treated MEFs compared with control MEFs. The GO terms with corrected p-value under 0.05 are shown. **(f)** Principal Component Analysis (PCA) of control MEFs (MEF), MEFs with OS or OCKS + chem + VA5 + *Dnmt1*-KD treatments after 4 days in culture, E13.5 male (♂) PGCs, E15.5 female (♀) PGCs, control ESCs, and Max KD ESCs. X-Axis: Component 1 (46.49%), Y-Axis: Component 2 (26.37%), Z-Axis: Component 3 (11.12%). The array data obtained from three biological replicates.

**Figure 5:**
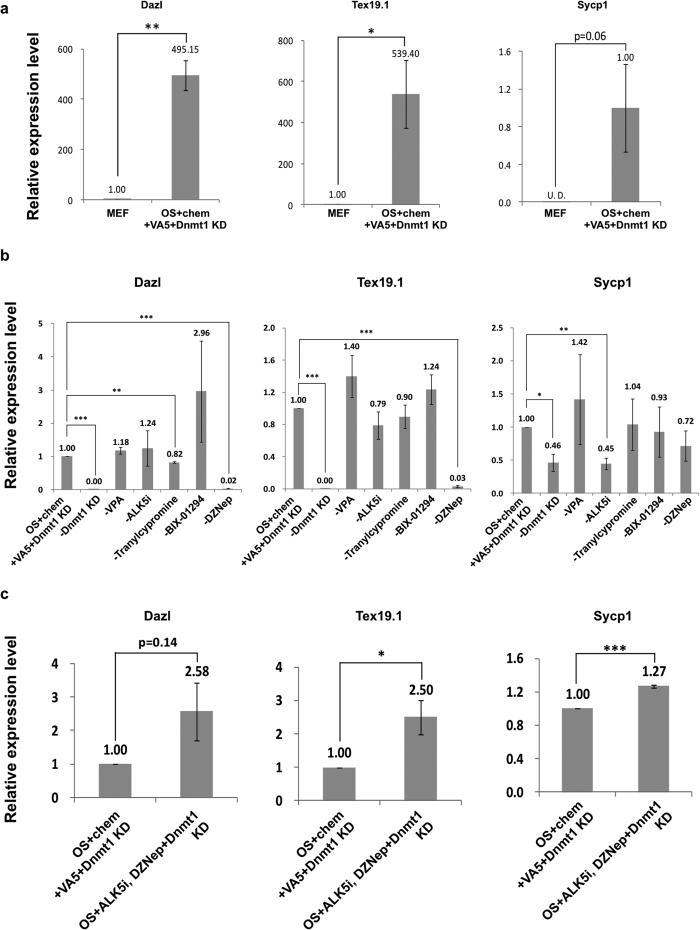
Inhibition of DNA methylation, TGF-β, and H3K27me3 was essential for *Dazl*, *Tex19.1*, and *Sycp1* induction. **(a)** The expression of *Dazl*, *Tex19.1* and *Sycp1* in MEFs after 4 days in culture following OS + chem + VA5 + *Dnmt1*-KD treatment and in control MEFs. The expression in control MEFs for *Dazl* and *Tex19.1,* or in MEFs in OS + chem + VA5 + *Dnmt1*-KD condition for *Sycp1* was set as 1.0. **(b)** The effects of removal of each inhibitor from OS + chem + VA5 + *Dnmt1*-KD condition on *Dazl*, *Tex19.1*, and *Sycp1* expression after 4 days in culture. The expression in MEFs following OS + chem + VA5 + *Dnmt1*-KD treatment was set as 1.0. **(c)** The expression of *Dazl*, *Tex19.1*, and *Sycp1* in MEFs after 4 days in culture under OS + chem + VA5 + *Dnmt1*-KD or OS + ALK5i + DZNep + *Dnmt1*-KD conditions. The expression in MEFs in the OS + chem + VA5 + *Dnmt1*-KD condition was set as 1.0. The expression of *Dazl, Tex19.1* and *Sycp1* was quantified by real-time PCR. Error bars: S.E. of three biological replicates, *p < 0.05, **p < 0.01, ***p < 0.001, n.s.: not significantly different (Student’s t-test).

**Figure 6:**
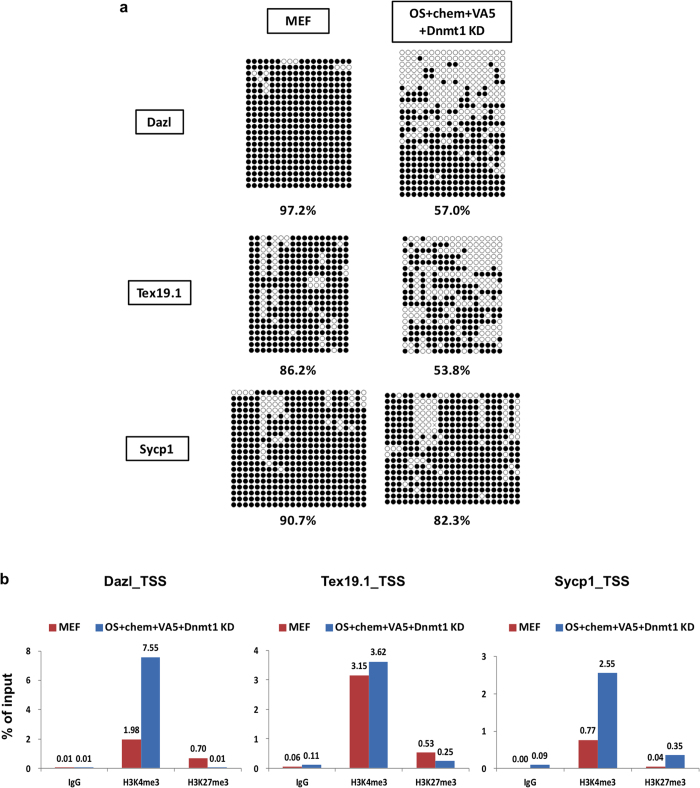
Changes in epigenetic modifications in MEFs following OS + chem + VA5 + *Dnmt1*-KD treatment. **(a)** The DNA methylation status in the *Dazl*, *Tex19.1*, and *Sycp1* promoter regions in MEFs 4 days after the OS + chem + VA5 + *Dnmt1*-KD treatment or in control MEFs. DNA methylation status was determined by bisulphite sequencing. The filled and open circles indicate methylated- and un-methylated CpGs, respectively. The data shown were combined from two independent experiments. The percentage of methylated-CpGs is shown. **(b)** ChIP analysis of the promoter regions of *Dazl, Tex19.1*, and *Sycp1* for H3K4me3 and H3K27me3 in MEFs 4 days after the OS + chem + VA5 + *Dnmt1*-KD treatment or in control MEFs. ChIP using normal IgG was used as negative control. Levels of H3K4me3 or H3K27me3 were determined by real-time PCR, and the percentages of values relative to those for input chromatin are shown. Representative data from two independent experiments are shown. See also Supplementary Fig. S9.

How the deposited data were processed for this re-analysis (not part of the article)

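Gene expression was measured on single-colour Agilent mouse arrays in control MEFs, OS-treated MEFs on day 4, OCKS-treated MEFs on day 4 and E15.5 female PGCs, with 3 biological replicates per group and 12 arrays in all, spread over 6 slides. MEFs came from E14.5 embryos. E13.5 male PGCs and ESCs were not analysed here. For each array the authors deposited the scanner's output, with the intensity of each spot after the scanner software had subtracted the local background and trends across the array, the median intensity of the spot and of its surroundings, and flags for spots well above background, saturated or uneven. These intensities are not normalized between arrays. The authors also deposited a value table in log2 units, in which each array is shifted by its 75th percentile and each probe is centred on its median over the arrays. Of its 12 columns, 10 match the scanner output of their arrays and were used as an alternative; the paper's text does not name the normalization or the test.

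Of 39429 probes that are not controls, 83 with an uneven spot on some array were left out and 39346 were used. The probes were named through their RefSeq accessions, which matched 25992 probes to 19718 genes, 5249 of them with several probes, and left 13354 probes without a name. Here the background-subtracted intensity was taken to log2 and the array's 75th percentile subtracted. A gene was represented by its brightest probe. The 75th percentile of the signal lay between 1147.4 and 2924.8 per array, against a median background of 23 to 33.5, and the number of arrays limits the precision.

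Differences were tested with limma 3.58.1 in R 4.3.3, with 1 fit of all 12 arrays and no covariates, for OS-treated against control MEFs, OCKS-treated against control MEFs, OCKS-treated against OS-treated MEFs and E15.5 female PGCs against control MEFs. A gene was tested where it was well above background on all 3 arrays of at least 1 of the 2 groups. The thresholds were an adjusted p under 0.001 (Benjamini-Hochberg) and at least a 2-fold change. 31 gene lists with 771 genes, of which 752 have a probe, were tested with Fisher's exact test against the other genes tested and with camera, at a preset correlation of 0.01 and with an estimated one, each adjusted over the lists of a comparison. The background of the switched-on genes was every gene not above background on any control array. Positions on the line between control MEFs and PGCs, the principal components and the distances used every gene well above background on all 3 arrays of some group. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The test was tried on simulated arrays with changes of known size.

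The genes named are those the paper names on these samples or as targets of the treatment. For each comparison they also include the 10 risen and 10 fallen genes with the largest change among those past the thresholds, well above background on every array of both groups and with groups that do not overlap. Then come the 5 risen and 5 fallen genes with the largest lower bound among those not above background on any array of one group, and from each list up to 4 members past the thresholds with the largest change. Xist, Ddx3y, Eif2s3y, Kdm5d and Uty were added as a check of sex, and symbols of predicted genes were left out. Other members of the lists are named as examples only and were chosen after their values were seen. Some genes that this rule names are not reported here.

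The alternatives were quantile normalization, normexp background correction (offset 50, on median in place of mean spot intensities) followed by quantile normalization, scaling by the median, by the 75th percentile over probes detected on all arrays and by 8 RNA spike-in probes, no filter on dim probes, a filter on both groups, the mean of a gene's probes, every probe as a feature, a fit of only the 2 groups, the replicate number or the slide as a block, an unmoderated statistic, other thresholds, the deposited value table, linear signals, other rules for switched-on genes, and leaving out each array in turn. The position on the first principal component was added after the data were seen. The paper's GO categories were not used here.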

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

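The tests on interferon-stimulated genes, Xist and Pou5f1 below were chosen after these results were seen.

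All 30 interferon-stimulated genes tested rose with OS and all 30 with OCKS. The paper names immune system and stimulus-inducible genes among those upregulated and does not single out genes of the interferon response. More leukocytes in the treated cultures could bring such transcripts, but the median change of the leukocyte markers was -2.48 with OS and -2.67 with OCKS, which argues against it. The scaling of the arrays is argued against as well, since the lowest count over all scalings and both treatments was 30. A response to transfected DNA and RNA, to the inhibitors or to the loss of Dnmt1 was not tested, because no array holds MEFs that received only some of these, and it stays open.

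Xist, the RNA of the inactive X chromosome, was 3.05 higher with OS and 3.54 higher with OCKS than in control MEFs (log2, standard error 0.288, adjusted p = 7.59e-06 and 2.62e-06, limma), and well above background on 1 of the 3 control arrays; the paper does not discuss it. The lowest change over the scalings was 3.05, the lowest of another Xist probe 6.42, and that of this probe with a normexp background correction 1.94, which argue against the scaling, a single misreading probe and the background correction. A larger share of female cells may stand behind it. The median change of the Y-linked genes was 0.325 with OS, where 1 of 3 fell (Ddx3y, -1.23), and 0.506 with OCKS, where 0 of 4 fell (limma; Ddx3y, at -0.97, missed the 2-fold threshold), but no array holds female MEFs alone and the composition of the cultures stays open, as does an effect of the treatment on the X chromosome.

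Pou5f1 (Oct3/4) was lower with OCKS than with OS (log2 difference -4.95, standard error 0.386, adjusted p = 0.00214, limma), a difference past an adjusted p of 0.05 and not past 0.001. Against control MEFs it rose by 5.78 with OS (adjusted p = 7.33e-07) and differed by 0.84 with OCKS (adjusted p = 0.0777, limma). With any 1 array left out the difference was -4.56 or further from 0, which argues against a single array. A swap of the labels would reverse the direction but not remove the difference, since both treatments deliver Oct3/4. On a swap Klf4 (-0.187) and Myc (-0.272), which only OCKS carries, decide nothing, as their probes may not report vector transcripts. The separate and tandem vectors may carry different parts of the Oct3/4 transcript, which was not tested.

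Myh1 (-2.53, adjusted p = 0.0241) and Myh8 (-1.50, adjusted p = 0.0162), muscle myosin genes, were lower with OCKS than with OS (limma). Myh1 was well above background on only 1 of the 3 OCKS arrays, so the size of its difference is uncertain. Gap43 (-1.83, adjusted p = 0.0289), the secretory gene Dcpp2 (at least 1.77-fold lower, fitted log2 difference -1.82, adjusted p = 0.0289) and AI593442 (-1.45, adjusted p = 0.0413) were lower too (limma). Cdhr1, a cadherin gene, was 1.31 higher with OCKS (adjusted p = 0.0162, limma). These 6 genes passed a test of the difference between the treatments at an adjusted p under 0.05 with a fitted 2-fold change and were chosen after their values were seen. Dcpp2 was not above background on any OCKS array, so its difference may be smaller than 2-fold, as the bound of 1.77 leaves open.

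Adipocyte markers, which the paper does not discuss, rose in 9 of 11 cases with OS (10 adjusted over the list alone; camera adjusted p = 7.4e-07, limma, and adjusted p = 0.376 with an estimated correlation) and in 10 of 11 with OCKS, among them the hormone gene Retn with 5.43 and 6.89 on the log2 scale.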

How the results depend on the processing

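The position on the first principal component was chosen after the data were seen. Over all alternatives 629 values of the main results stayed within 1.5 times, or 1 SD, of the main value, 81 moved and 2 reversed. Of the values of named genes 13260 kept direction and side of the threshold, 35 newly passed, 549 no longer passed and 0 reversed. Unless stated, the cause was not tested. Pairs of values are for OS, then OCKS, against control MEFs. Spike-in scaling gave 4130 rises with OS, falls of 605 and 1101, nervous system rises of 5 and 2, 2 mesenchymal falls with OS and an OS position of 7.37%. Normexp gave falls of 1289 and 1366, meiosis rises of 4 and 5, 10 piRNA rises with OS, 2 nervous system rises with OCKS, positions of 7.61% and 9.30%, and 2 genes lower with OCKS than with OS. A filter on both groups, which drops silent genes, left meiosis rises of 2 and 1 and piRNA rises of 2 and 2. The unmoderated statistic of the 2 groups alone, which drops the moderation and the other groups together, left rises of 198 and 169, falls of 262 and 188, meiosis rises of 0 and 1, piRNA 2 and 3, nervous system 0 and 0, interferon 6 and 5 and cytokines 1 and 3, with 1 mesenchymal and 4 matrix falls with OS. An adjusted p under 0.05 gave nervous system rises of 5 and 3, with 1 gene higher and 6 lower with OCKS than with OS. The same p without a fold minimum gave rises of 4187 and 4346, falls of 6514 and 6579, nervous system 6 and 3, and 3 higher and 7 lower. An unadjusted p under 0.001 gave 16 higher and 49 lower there. In that comparison, which has 0 at the main setting (limma; 1444 higher and 1328 lower at an unadjusted p under 0.05), 1 gene was lower with quantile normalization, median or spike-in scaling, the filter on both groups or the value table. Nervous system rises with OS were 1 with only 2 groups in the fit, the value table or the replicate block, whose counts were 1644 rises and 1922 falls with OS and 1696 and 2088 with OCKS. With OCKS they were 2 with median scaling, no filter or an unadjusted p. Positions were 29.35% and 29.63% on linear signals and -11.91% and -10.12% on the first component. Switched-on genes with OS were 9.119% with any 2 of 3 arrays and 4.783% at a 2-fold signal, against 6.66%.

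Same-numbered arrays of different groups correlated with r from -0.232 to 0.35, so the numbers do not pair the samples. Leaving out each array in turn, nervous system rises ranged from 1 to 5 with OS, at 1 without MEF replicate 1, 2 or 3, OS replicate 1 or 2, OCKS replicate 3 or PGC replicate 3 and at 5 without OCKS replicate 2. With OCKS they ranged from 1 to 2, at 2 without OS replicate 3 or OCKS replicate 2. Falls of matrix genes with OS ranged from 10 (without MEF replicate 1 or OS replicate 3) to 18. Genes between OCKS and OS ranged from 0 to 6 higher and 0 to 26 lower, the highest without OS replicate 3, and 1 was lower without PGC replicate 2. The correlation of OS and OCKS changes ranged from 0.9458 (without OS replicate 3) to 0.9717. All 30 interferon-stimulated genes rose with OS without any 1 array, and 29 or 30 with OCKS. Dim probes limit the germ cell genes: some that rose, such as Tex19.1, Dazl and Sycp1, are below background in control MEFs, where only a lower bound of the fold can be had.

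Other splits of the 6 arrays of a comparison into 3 and 3, 10 with the real one, are too few for a share under 0.05. The real split called 3801 genes for OS, 4067 for OCKS, 0 for OCKS against OS and 9778 for PGCs against control MEFs (limma), as large as in 1, 1, 10 and 1 of the splits, and the highest other called 0 in each.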

Differences from the paper's values

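Apart from the position on the first principal component, which was added after the data were seen, no test in this part was chosen after its result was seen. The alternatives named here were set before the data were examined.

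With OS, 1746 genes rose at the thresholds of Fig. 4, where the paper's number is about 2700 in Fig. 4d, read by eye as the sum of the OS circle. The paper's shares of 13% upregulated and 16% downregulated are within 1.5 times of the 10.74% and 12.64% found here. Under quantile normalization (1940), median scaling (1939), the 75th percentile over detected probes (1880), every probe as a feature (2225), an unadjusted p under 0.001 (1864), an adjusted p under 0.05 with a 2-fold change (2065) and without OCKS replicate 2 (1828), the count is within 1.5 times the paper's. Under normexp (1524), spike-in scaling (4130), no filter (1730), a filter on both groups (1486), the mean of a gene's probes (1705), only 2 groups in the fit (1524), the slide (1655) or replicate (1644) as a block, the unmoderated statistic of the 2 groups alone (198), an adjusted p under 0.05 together with no fold minimum (4187), the value table (1579) and the other omissions of 1 array (1529 to 1744) it is not.

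The paper states that nervous system genes were among those upregulated. Of 36 such genes tested, 3 rose with OS and 14 fell, and 1 rose with OCKS and 14 fell, while Cntn1 rose with both treatments and Gap43 and S100b with OS. With the spike-in scaling 5 rose and 4 fell with OS, and 2 rose and 9 fell with OCKS. The paper's GO categories were not used here, and a list is not a GO category.

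The paper states that metabolic genes were upregulated with OCKS and not with OS. In the direct comparison 0 genes of glycolysis and 0 of ribosome biogenesis and nucleotide synthesis passed (limma; at an unadjusted p under 0.05, 0 and 0 were higher and 1 and 4 lower), and 10 of 11 adipocyte markers and 4 of 24 genes of mitochondrial respiration were higher at that unadjusted p, with 0 lower in either list. In limma's camera test mitochondrial respiration was higher with OCKS (adjusted p = 0.00349), as were the adipocyte markers (adjusted p = 2.38e-05), each at adjusted p = 0.785 or above with an estimated correlation. At an adjusted p under 0.05 with a 2-fold change, 1 gene of any kind, Cdhr1, was higher with OCKS.

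The paper places the treated MEFs in the middle between control MEFs and PGCs on a principal component plot over more groups than were analysed here. On the line from control MEFs to E15.5 female PGCs they lay at 9.73% (OS) and 11.8% (OCKS), and at 29.35% and 29.63% on linear signals. The first component, with 76.55% of the variance, placed the control MEFs (-66.9 to -61.36) between the treated MEFs (-110.69 to -90) and the PGCs (262.46 to 270.48). The second component placed the PGCs between the control and the treated MEFs.

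The paper reports induction of Vasa by RT-qPCR in treated MEFs. Its time course compares them with MEFs given OCKS and control siRNA, whereas the arrays compare with control MEFs. The paper also reports that germ cell-specific genes stayed low against PGCs and that Vasa protein was not detectable. On the arrays Ddx4 (Vasa) differed by -0.11 with OS and 0.02 with OCKS, while Dazl, which the paper also reports as induced, rose at least 36.9-fold.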

Other observations

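The test of switched-on genes against PGC expression was written before its result was seen; the comparison of the value table with the scanner intensities was chosen after.

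Beyond the groups described with the paper's statements, imprinted genes changed in both directions. Of 25 tested, 5 rose and 6 fell with OS and 6 rose and 6 fell with OCKS (the same adjusted over the list alone), where the spike-in scaling gave 8 rises and 0 falls with OS and 6 rises and 2 falls with OCKS. Ascl2, a placental transcription factor gene, rose by 3.11 and 3.02, the growth inhibitor gene Cdkn1c by 1.85 and 2.34, and Zrsr1 fell by 1.78 and 1.68. Of 18 markers of gonadal somatic cells, 2 rose and 7 fell with OS and 2 rose and 5 fell with OCKS (7 and 6 fell adjusted over the list alone), or 4 and 4 with OS in the spike-in scaling. The signal gene Bmp2 rose by 5.68 and 5.20, while Wnt4 (-4.31 and -3.69) and Wt1 (-2.28 and -1.99) fell. Of 12 skeletal muscle markers 1 rose and 2 fell with OS and 1 rose and 7 fell with OCKS (the same adjusted over the list alone), with 2 falls with OCKS in the spike-in scaling, and the actin gene Acta1 fell by 6.60 and 6.69. Of 15 and 14 epithelial markers 1 rose with each treatment, Cdh1 (at least 2.36-fold and 3.66-fold), and 4 and 2 fell (2 and 1 rose adjusted over the list alone), or 2 rose and 1 fell with OS in the spike-in scaling. Of 9 endothelial markers tested with OS 2 rose and 1 fell, and of 7 with OCKS 1 rose and 1 fell (the same adjusted over the list alone), Egfl7 by 1.72 and 1.56 upward. Of 6 erythroid markers 2 fell with OS and 1 with OCKS (the same adjusted over the list alone), Tal1 at least 3.81-fold and 3.23-fold, though 0 fell with OS in the spike-in scaling. Of 4 genes of the two-cell embryo 1 fell with OS and 0 with OCKS (limma; the same adjusted over the list alone), or 1 rose with OS in the spike-in scaling.

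In E15.5 female PGCs, meiosis genes stood highest above control MEFs. The synaptonemal gene Syce3 was at least 19300-fold higher (adjusted p = 5.36e-11, limma), Sycp3 13.49 higher on the log2 scale and Stra8 12.20 higher (standard errors 0.161 and 0.348, n = 3 arrays per group). All 13 X-linked germline genes were higher, and so were several genes of PGC specification and pluripotency, with Lin28b at 8.42 and Dppa3 at 5.42. Glycolysis was lower in 19 of 22 genes and higher in 1, with Ldha at -6.04, and the p53 response lower in 16 of 19, with Cdkn1a at -7.82. Genes of cholesterol and fatty acid synthesis were lower in 21 of 26 cases, and the stress response of unfolded protein and amino acids in 15 of 22. Cytokines and chemokines were lower in 14 of 22 cases and antigen presentation in 11 of 13, with B2m at -4.91. Of 26 epigenetic regulators 12 were higher, such as Setdb1 (3.84), and 4 lower, and of 34 cell cycle genes 13 were higher and 6 lower. Adjusted over the list alone, each of these counts was the same. Nervous system genes were higher in 16 and lower in 13 of 46 cases, a balance that turned to 13 and 16 with median scaling. In limma's camera test the meiosis genes were higher than others (adjusted p = 4.4e-11, and adjusted p = 0.048 with an estimated correlation) and the p53 response lower (adjusted p = 1.59e-06, and adjusted p = 0.048 with an estimated correlation).

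The Y-linked genes Ddx3y and Uty were at least 359-fold and 13.3-fold lower in the female PGCs than in control MEFs, and Eif2s3y was at -5.87 on the log2 scale. Klf4 and Myc, which the paper cites as undetectable in PGCs, were lower there as well (-3.32 and -6.18).

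Genes that E15.5 female PGCs express may be switched on more often by the treatments than other silent genes. Of the genes below background in control MEFs and switched on with OS, 46.3% (69 of 149) were above background in PGCs, against 23.9% of the 2088 others (Fisher's exact test, odds ratio 2.74, p = 1.39e-08). With OCKS it was 47.6% (68 of 143) against 23.9% (Fisher's exact test, odds ratio 2.89, p = 3.65e-09). The values go with the hypothesis, though the genes are not independent and both treatments are compared with the same control arrays. The silent genes also include those whose probe gives no signal in any group, which can raise the odds ratio. No other tissue was compared, so whether the excess is specific to PGCs was not tested.

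In the deposited value table the columns of PGC replicates 2 and 3 correlated with their own scanner intensities, as differences between arrays, at 0.113 and 0.557, against 1.0 for the other 10 columns. The column of PGC replicate 2 was closest to control MEF replicate 1 (r = 0.984 in level). These 2 columns were not used, and the scanner intensities of the 3 PGC arrays were within 0.293 to 0.372 of each other (root mean square difference, log2).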
